# HOIL1 regulates group 2 innate lymphoid cell numbers and type 2 inflammation in the small intestine

**DOI:** 10.1038/s41385-022-00520-z

**Published:** 2022-05-09

**Authors:** Matthew J. Wood, Jeffrey N. Marshall, Victoria L. Hartley, Ta-Chiang Liu, Kazuhiro Iwai, Thaddeus S. Stappenbeck, Donna A. MacDuff

## Abstract

Patients with mutations in *HOIL1* experience a complex immune disorder including intestinal inflammation. To investigate the role of *HOIL1* in regulating intestinal inflammation, we employed a mouse model of partial HOIL1 deficiency. The ileum of HOIL1-deficient mice displayed features of type 2 inflammation including tuft cell and goblet cell hyperplasia, and elevated expression of *Il13*, *Il5* and *Il25* mRNA. Inflammation persisted in the absence of T and B cells, and bone marrow chimeric mice revealed a requirement for HOIL1 expression in radiation-resistant cells to regulate inflammation. Although disruption of IL-4 receptor alpha (IL4Rα) signaling on intestinal epithelial cells ameliorated tuft and goblet cell hyperplasia, expression of *Il5* and *Il13* mRNA remained elevated. KLRG1^hi^ CD90^lo^ group 2 innate lymphoid cells were increased independent of IL4Rα signaling, tuft cell hyperplasia and IL-25 induction. Antibiotic treatment dampened intestinal inflammation indicating commensal microbes as a contributing factor. We have identified a key role for HOIL1, a component of the Linear Ubiquitin Chain Assembly Complex, in regulating type 2 inflammation in the small intestine. Understanding the mechanism by which HOIL1 regulates type 2 inflammation will advance our understanding of intestinal homeostasis and inflammatory disorders and may lead to the identification of new targets for treatment.

## Introduction

Inflammatory bowel disease (IBD) affects around 1% of the US population and prevalence continues to increase in developed countries^1^. IBD is a complex disease influenced by both genetic and environmental factors, and specific treatments are therefore only effective for a subset of patients. Patients with mutations in heme-oxidized IRP2 ubiquitin ligase 1 (*HOIL1*; official gene name *RBCK1*), experience a complex immune disorder involving autoinflammation and inflammatory bowel disease-like symptoms, increased susceptibility to bacterial infections, progressive muscular amylopectinosis and myopathy^2^. Gastrointestinal symptoms in HOIL1-deficient patients include abdominal pain, bloody and mucous stools, colonic lesions and eosinophilic infiltration^2^. HOIL1, HOIL1-interacting protein (HOIP; official name RNF31) and SHANK-associated RH domain-interacting protein (SHARPIN) form an E3 ubiquitin ligase complex called the linear ubiquitin chain assembly complex (LUBAC). Patients with mutations in *HOIP* display similar clinical and cellular phenotypes to HOIL1 deficient patients^3^.

LUBAC is the only enzyme known to generate linear (methionine-1 linked) polyubiquitin chains due to the unique E3 ubiquitin ligase activity of HOIP, and has been shown to regulate NFκB activation and programmed cell death downstream of many innate immune receptors, including TNFR1, IL1R1, IL-17R and toll-like receptors (TLRs)^4–6^. LUBAC also regulates CD40, B and T cell receptor, inflammasome and RIG-I-like receptor signaling pathways. Accordingly, HOIL1 and LUBAC are important for the efficient induction of type 1 inflammatory cytokines and interferons, and to control bacterial and viral infections^7–9^.

In mice, complete loss of HOIP or HOIL1 expression results in embryonic lethality due to essential roles in hematopoiesis and in limiting TNFα-induced cell death^10,11^. SHARPIN-deficient mice are viable, but exhibit defects in immune development as well as severe systemic inflammation within the first two months of life^12^. To study the physiological consequences of HOIL1-deficiency, we have employed a HOIL1-mutant mouse model (*Hoil1*^*−/−*^ herein) that expresses the N-terminal domain of HOIL1 at approximately ten percent of wild-type levels, enabling partial stabilization of LUBAC and viability of homozygous mice^8,13,14^. Expression of both HOIL1 and HOIP is reduced, and LUBAC function is impaired in mouse embryonic fibroblasts and bone marrow-derived macrophages from these mice^8,13,14^. We previously demonstrated that these mice are a relevant model of human HOIL1-deficiency, since they exhibit immunodeficiency or hyperinflammatory responses, depending on the pathogenic challenge^8^. Macroscopically, naïve *Hoil1*^*−/−*^ mice are indistinguishable from their wild-type (*Hoil1*^*+/+*^) littermates, but glycogen-like deposits are observed in the cardiac tissue of mice by 18 months of age, similar to those observed in humans with mutations in HOIL1^8^.

Here, we show that expression of HOIL1 in a radiation-resistant cell type is required to limit type 2 inflammation in the small intestine. Excessive expression of type 2 inflammatory cytokines in HOIL1-deficient tissue did not require T cells or B cells, IL4Rα-dependent tuft cell hyperplasia or induction of IL-25. Global gene expression and flow cytometric analyses revealed that group 2 innate lymphoid cell (ILC2) numbers were increased in the absence of HOIL1 and independent of IL-25 induction. Antibiotics treatment alleviated the inflammation, indicating a role for microbial sensing. Our data reveal a novel role for HOIL1 in regulating type 2 inflammation in the intestine, contributing to a broader understanding of the mechanisms of intestinal homeostasis and disease.

## Results

### HOIL1-deficient mice exhibit type 2 intestinal inflammation in the distal ileum

To investigate whether HOIL1 deficiency causes intestinal inflammation in mice, we examined the distal ileum from specific pathogen-free (SPF) *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ co-housed littermates. Histological analysis revealed goblet cell hyperplasia in the distal ileum of *Hoil1*^*−/−*^ mice (Fig. 1a–c), relative to tissues from *Hoil1*^*+/+*^ littermates. This histological change is characteristic of type 2 inflammation observed after intestinal helminth infection^15,16^. Consistently, mRNAs for type 2 inflammatory cytokines *Il4*, *Il5* and *Il13* were elevated in *Hoil1*^*−/−*^ compared to *Hoil1*^*+/+*^ ileum (Fig. 1d). An increase in IL-4 and IL-5 protein was also detected in the homogenized tissue (Fig. 1e). However, we did not detect changes in type 1 inflammatory cytokine mRNAs, *Ifng* and *Tnf* (Fig. 1f), indicating that *Hoil1*^*−/−*^ mice do not experience a generalized, non-specific inflammation, or a shift from type 1 to type 2 cytokine production. Type 2 inflammation can be caused by infection with a common intestinal protozoan, *Tritrichomonas muris*, present in some SPF mouse colonies^17^. However, *Tritrichomonas muris* was not detected in fecal samples from our mice (not shown).

**Fig. 1:**
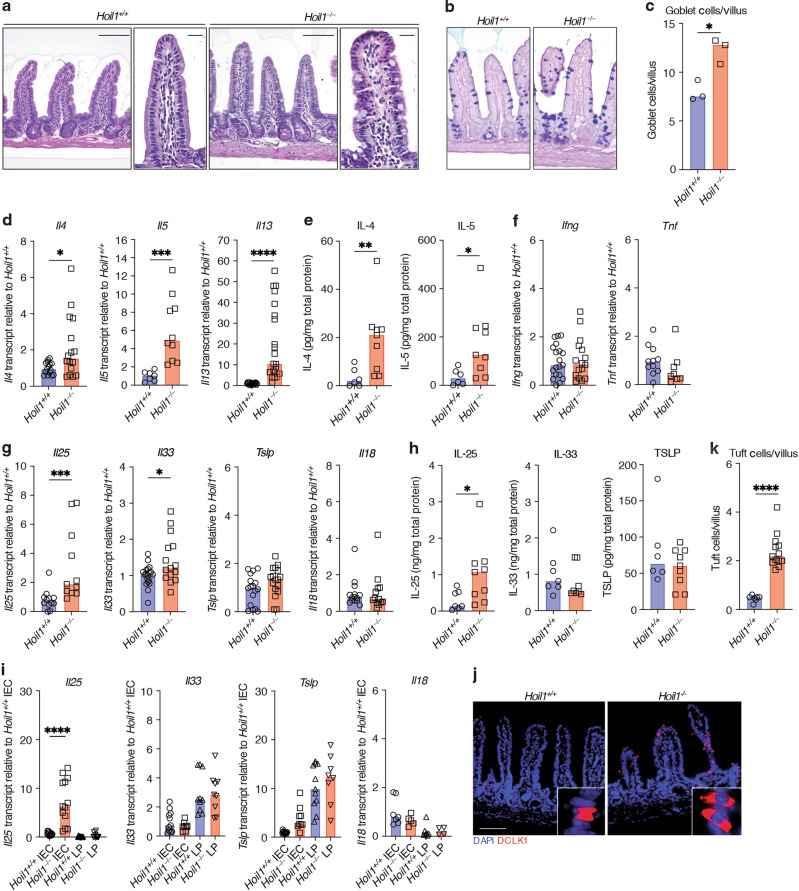
*Hoil1*^*−/−*^ mice exhibit type 2 inflammation in the distal ileum. **a** Representative images of H&E stained sections of ileum from *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ mice. Scale bars represent 50 μm (left panel) and 20 μm (right panels). **b** Representative images of PAS/Alcian Blue stained sections. **c** Goblet cells per villus in *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ ileum. **d**–**h** Relative *Il4*, *Il5*, *Il13* (**d**), *Tnf*, *Ifng* (**f**), *Il25, Il33*, *Il18* and *Tslp* (**g**) mRNA levels, and IL-4, IL-5 (**e**), IL-25, IL-33 and TSLP (**h**) protein levels in ileum of *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ mice. **I** *Il18*, *Il25*, *Il33* and *Tslp* mRNA levels in *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ IEC and LP fractions relative to *Hoil1*^*+/+*^ IEC median. **j** DCLK1 (red) and DAPI (blue) stained sections of ileum from *Hoil1*^*+/+*^ (left) and *Hoil1*^*−/−*^ (right) mice (scale = 50 μm). **k** Enumeration of tuft cells in villi and crypts of *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ ileum. Each symbol represents a sample from an individual mouse and colored bars represent the median. mRNA levels are expressed as relative to the median level for *Hoil1*^*+/+*^. Histological enumerations and measurements represent the mean from >10 villi per mouse. All mice were aged between 6 and 9 weeks. H&E Hematoxylin and Eosin. IEC Intestinal epithelial cell fraction, LP Lamina propria fraction. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.001 by Mann-Whitney (**c**–**h**, **k**) or ordinary 2-way ANOVA (**i**).

Production of IL-4, IL-5 and IL-13 can be induced by IL-25, IL-33, TSLP and IL-18^16,18,19^. *Il25* and *Il33* mRNAs and IL-25 protein were slightly elevated in *Hoil1*^*−/−*^ ileum relative to *Hoil1*^*+/+*^ ileum (Fig. 1g, h). However, no differences in *Il18* and *Tslp* mRNA, or IL-33 and TSLP total protein, were observed. In order to increase the sensitivity of mRNA detection, we separated the epithelial cell (IEC) and lamina propria (LP) cell fractions. Expression of *Il33, Tslp* and *Il18* mRNA was similar for *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ ileum within each cell fraction (Fig. 1i). However, *Il25* mRNA was significantly higher in the *Hoil1*^*−/−*^ IEC fraction. Tuft cells are the primary producers of IL-25 in the small intestine, undergo hyperplasia in response to IL-13 during helminth infection, and can be identified by their unique expression of DCLK1^17,20–22^. Accordingly, DCLK1^+^ cells were significantly increased in the distal ileum of *Hoil1*^*−/−*^ mice (Fig. 1j, k). Taken together, these data show that HOIL1 deficiency in mice results in a type 2-like inflammation in the distal ileum associated with excessive expression of *Il4*, *Il5*, *Il13* and *Il25* mRNA and histological changes.

### Symbiotic microbes promote type 2 inflammation in the absence of HOIL1

We next examined the post-natal development of type 2 inflammation in the ileum of *Hoil1*^*−/−*^mice. No significant differences in *Il5*, *Il13* or *Ifng* mRNA expression were measured in the intestine from newborn *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ mice (Fig. 2a). At 3 weeks of age, both *Il5* and *Il13* mRNAs were slightly, but not significantly, elevated in the ileum of *Hoil1*^*−/−*^ mice (Fig. 2b). These data suggest that *Hoil1*^*−/−*^ mice develop intestinal inflammation with age, possibly due to increasing microbial exposure and diversity. To test whether intestinal microbes drive intestinal inflammation in *Hoil1*^*−/−*^ mice, we treated 6 to 8 week-old mice with a broad-spectrum cocktail of antibiotics for two weeks by daily oral gavage. At 7 and 14 days after starting antibiotics treatment, bacterial 16 S DNA levels in stool were below the limit of detection (Fig. 2c). Following 14 days of antibiotic treatment, expression of *Il4*, *Il5* and *Il13* mRNA in distal ileum of *Hoil1*^*−/−*^ mice was reduced to the level measured in *Hoil1*^*+/+*^ mice treated with water (Fig. 2d, e). These mRNAs were also reduced in the ileum of *Hoil1*^*+/+*^ mice by antibiotics treatment, but to a lesser extent. No differences in *Il18*, *Tslp*, *Il33, Ifng* or *Tnf* expression were measured between *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ mice, although expression was reduced by antibiotics treatment (Fig. 2e, f). *Il25* remained slightly elevated in tissue from antibiotics-treated *Hoil1*^*−/−*^ mice despite *Il13* and *Il4* being reduced to water-treated *Hoil1*^*+/+*^ levels or below. The number of goblet and tuft cells in antibiotics-treated *Hoil1*^*−/−*^ mice was reduced almost to *Hoil1*^*+/+*^ frequencies, which may be a direct effect of loss of microbial exposure to the IECs, or an indirect effect via a reduction in IL-13 expression (Fig. 2g–j). These data indicate that microbial exposure contributes to aberrant type 2 inflammation in the absence of HOIL1.

**Fig. 2:**
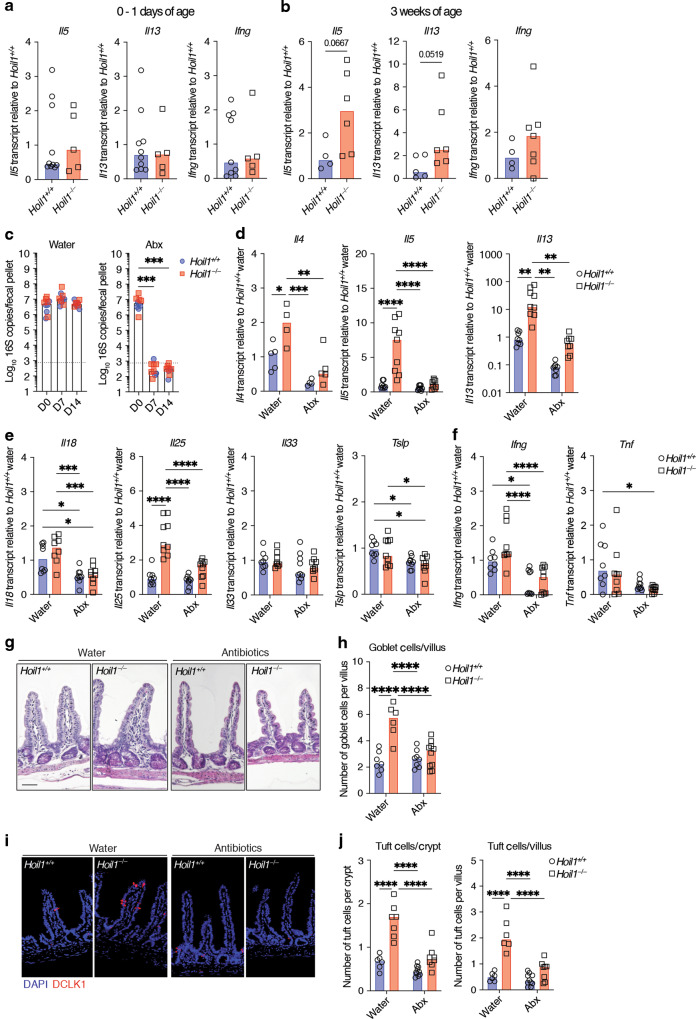
Commensal microbes promote type 2 inflammation in the absence of HOIL1. **a**, **b** *Il5*, *Il13* and *Ifng* mRNA levels in *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ ileum from newborn (**a**) and 3 week-old (**b**) mice. **c** 16S rDNA copies per fecal pellet from *Hoil1*^*+/+*^ or *Hoil1*^*−/−*^ mice day 0, 7 or 14 after commencement of daily gavage with water (left panel) or antibiotics (vancomycin, neomycin, ampicillin, metronidazole, Abx, right panel). **d**–**f** *Il4, Il5*, *Il13* (**d**), *Il18*, *Il25, Il33*, *Tslp* (**e**), *Ifng* and *Tnf* (**f**) mRNA levels in ileum from *Hoil1*^*+/+*^ or *Hoil1*^*−/−*^ mice after 14 days of daily gavage with water or antibiotics (Abx). mRNA levels are relative to *Hoil1*^*+/+*^. **g**, **h** H&E stained sections (**g**; scale = 50 μm), and enumeration of goblet cells in villi (**h)** in the ileum from *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ mice after 14 days of daily gavage with water or antibiotics. **i**, **j** DCLK1 (red) and DAPI (blue) stained sections (**i**; scale = 50 μm), and enumeration of tuft cells in villi and crypts (**j**) from ileum from *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ mice after 14 days of daily gavage with water or antibiotics. Each symbol represents a sample from an individual mouse and colored bars represent the median. Histological enumerations represent the mean from of >10 villi/crypt per mouse. Mice were aged between 6 and 9 weeks unless stated otherwise. H&E Hematoxylin and Eosin. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.001 by Mann-Whitney (**a**, **b**), Kruskal-Wallis test with Dunn’s multiple comparisons (**c**), or ordinary two-way ANOVA with Tukey’s multiple comparisons test (**d**–**f**, **h**, **j**).

### Excess production of *Il13* and *Il5* occurs independently of goblet and tuft cell hyperplasia and IL-25 induction in *Hoil1*^*−/−*^ ileum

During helminth infection, IL-13 stimulation of IECs drives epithelial cell changes, including goblet and tuft cell hyperplasia similar to that observed in the *Hoil1*^*−/−*^ mice. Through a feed-forward mechanism, increased production of IL-25 by tuft cells promotes further production of IL-13, IL-5 and IL-4^16,18,19^. To determine whether the elevated levels of IL-13 were responsible for the epithelial abnormalities observed, we examined the role of IL-13/IL-4 signaling specifically in IECs by crossing *Hoil1*^*+/-*^ mice to *Il4ra*^*flox/flox*^ mice and VillinCre (ΔIEC) transgenic mice^23,24^. Histological analysis revealed that deletion of IL4Rα on IECs largely rescued the epithelial cell abnormalities in *Hoil1*^*−/−*^ mice (Fig. 3a–e). Consistently, *Il25* and *Il33* mRNAs were reduced in *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ tissue to levels comparable to *Hoil1*^*+/+*^*IL4ra*^*f/f*^ and *Hoil1*^*+/+*^*IL4ra*^*ΔIEC*^ tissue (Fig. 3f). Surprisingly, *Il5* and *Il13* mRNAs remained elevated in *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ tissue, despite *Il25* and *Il33* mRNA being reduced to *Hoil1*^*+/+*^*IL4ra*^*f/f*^ levels (Fig. 3g). *Il5* mRNA was slightly reduced in the absence of IL-4Rα expression, indicating partial dependence. IL-25, IL-33, TSLP, IL-4, IL-5 and IL-13 protein levels were highly variable in whole tissue samples and, although they appeared to be slightly lower in *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ tissue compared to *Hoil1*^*−/−*^*Il4ra*^*f/f*^ tissue, these differences were not significant (Fig. 3h, i). *Il13* and *Il5* mRNAs were also elevated in other regions of the gastrointestinal tract such as the jejunum and, to a lesser extent, the mesenteric lymph nodes (MLN) and colon (Fig. 3j–l). Differences in *Il4* mRNA expression were not detectable in the MLN, suggesting that IL-4 may not be a driving component of this pathway. Together, these data show that increased IL-13/IL-4 signaling in IECs via IL4Rα triggers goblet and tuft cell hyperplasia and the induction of IL-25 in *Hoil1*-deficient ileum, but that an IL4Rα-dependent increase in *Il25*, *Il33* or *Tslp* is not required to drive the excessive *Il13* and *Il5* mRNA expression.

**Fig. 3:**
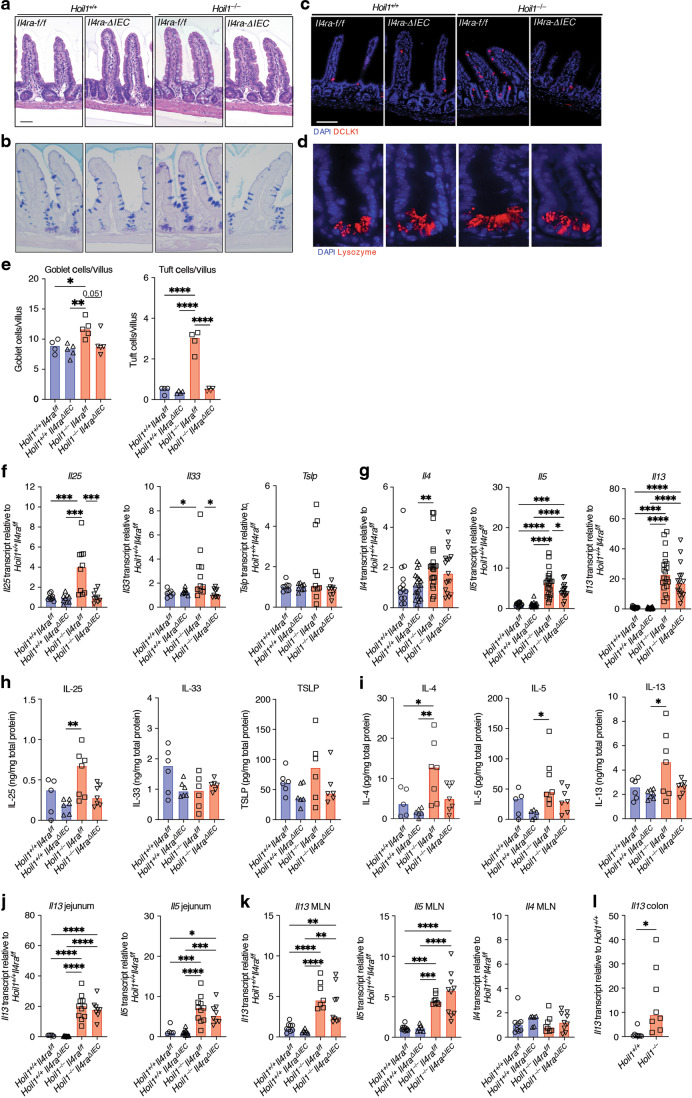
Elevated type 2 inflammatory cytokine expression in *Hoil1*^*−/−*^ ileum is not dependent on feed-forward signaling in IECs. **a** H&E, **b** PAS/Alcian Blue, **c** DCLK1 and DAPI, and **d** lysozyme and DAPI stained sections of ileum from *Hoil1*^*+/+*^*Il4ra*^*f/f*^, *Hoil1*^*+/+*^*Il4ra*^*ΔIEC*^, *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice (scale = 50 μm). **e** Goblet (left panel) and tuft (right panel) cells per villus in *Hoil1*^*+/+*^*Il4ra*^*f/f*^, *Hoil1*^*+/+*^*Il4ra*^*ΔIEC*^, *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice. **f**, **g** Relative *Il25, Il33*, *Tslp* (**f**), *Il4, Il5* and *Il13* (**g**) mRNA levels in ileum from *Hoil1*^*+/+*^*Il4ra*^*f/f*^, *Hoil1*^*+/+*^*Il4ra*^*ΔIEC*^, *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice. **h**, **i** IL-25, IL-33, TSLP (**h**), IL-4, IL-5 and IL-13 (**i**) protein levels in distal ileum from *Hoil1*^*+/+*^*Il4ra*^*f/f*^, *Hoil1*^*+/+*^*Il4ra*^*ΔIEC*^, *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice. **j**–**l** Relative *Il13*, *Il5* and *Il4* mRNA levels in jejunum (**j**), MLN (**k**) and distal colon (**l**) from *Hoil1*^*+/+*^*Il4ra*^*f/f*^, *Hoil1*^*+/+*^*Il4ra*^*ΔIEC*^, *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice. Each symbol represents a sample from an individual mouse and colored bars represent the median. mRNA levels are expressed as relative to the median for *Hoil1*^*+/+*^*Il4ra*^*f/f*^. Histological enumerations and measurements represent the mean from >10 villi per mouse. All mice were aged between 6 and 9 weeks. H&E Hematoxylin and Eosin. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.001 by 2-way ANOVA with Tukey’s multiple comparisons test (E-K) or Mann Whitney test (**l**).

### Aberrant type 2 inflammation in *Hoil1*^*−/−*^ ileum is not dependent on T cells

Type 2 CD4^+^ helper T cells (Th2) and group 2 innate lymphoid cells (ILC2) are considered to be the primary producers of IL-13 and IL-4, and ILC2 are almost exclusive producers of IL-5^25^. We sought to identify the major producers of IL-13 in the ileum of *Hoil1*^*−/−*^ mice. First, we determined that *Il4*, *Il5* and *Il13* mRNAs were expressed primarily in the LP cell fraction (Fig. 4a). Using flow cytometry, we observed that small percentages of CD3^+^ cells (T cells) and of CD11b^+^ (myeloid) cells expressed IL-13 upon stimulation, and were similar in *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ LP (Fig. 4b, c). However, 10–15% of CD3^-^CD11b^-^CD19^-^ cells expressed IL-13, and a higher percentage of these cells were producing IL-13 in the *Hoil1*^*−/−*^ LP. This cell fraction includes ILCs, NK cells, dendritic cells, and mast cells. The percentage of CD3^+^ T cells was significantly reduced in *Hoil1*^*−/−*^ LP, indicating that these cells may also be dysregulated in the absence of HOIL1 (Fig. 4b, c).

**Fig. 4:**
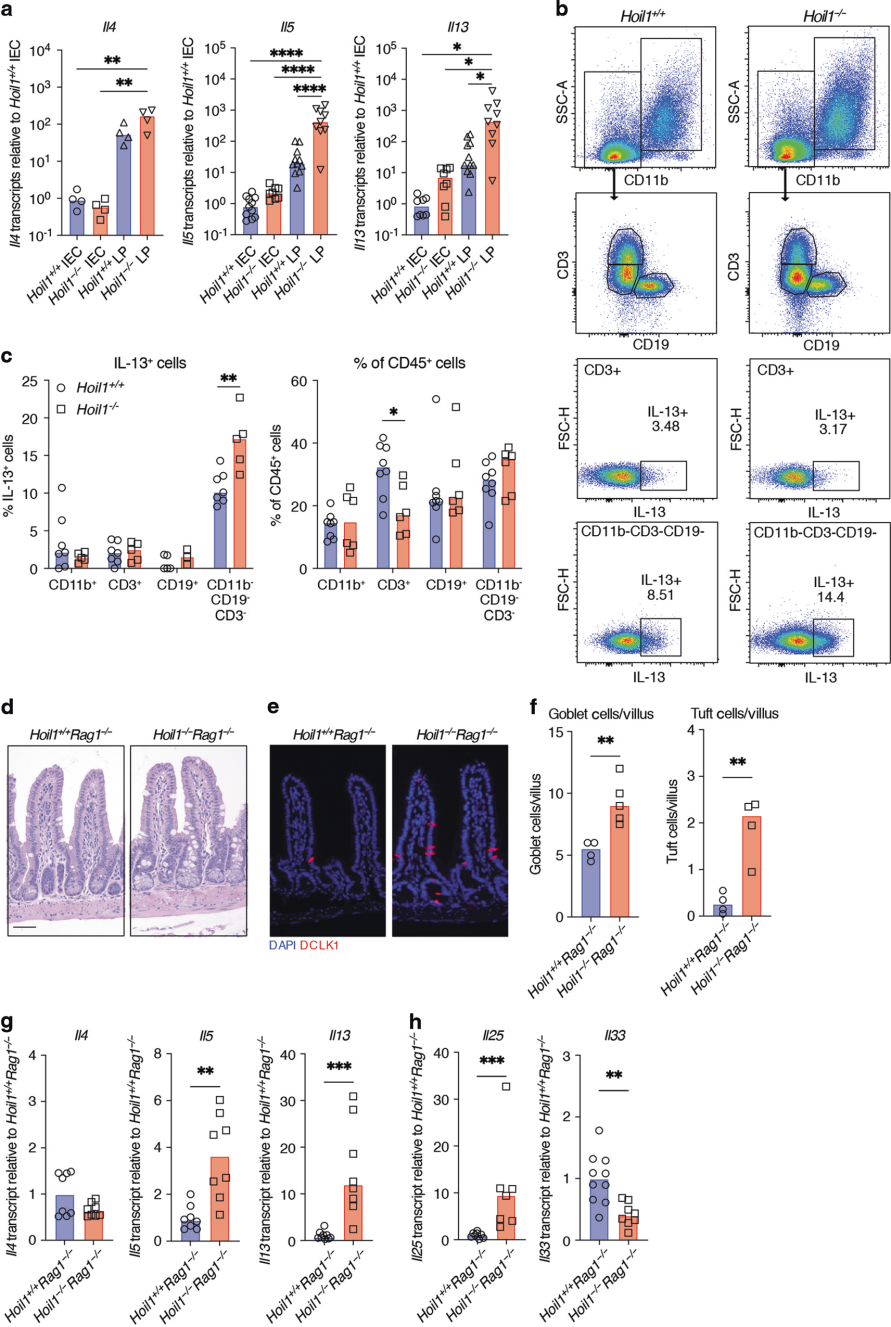
T cells are not required to drive type 2 inflammation in *Hoil1*^*−/−*^ ileum. **a** *Il4*, *Il5* and *Il13* mRNA levels in *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ IEC and LP cell fractions relative to *Hoil1*^*+/+*^ IEC. **b** Representative flow plots gated on live, CD45^+^ LP cells from *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ ileum showing the gating strategy and intracellular IL-13 expression in CD3^+^ and in CD11b^-^ CD3^-^ CD19^-^ cell populations. **c** Quantification of IL-13^+^ cells (left panel) and percentage (of total CD45^+^ cells, right panel) for the indicated cell populations from *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ ileum. **d**, **e** H&E (**d**) and DCLK1 and DAPI (**e**) stained sections of ileum from *Hoil1*^*+/+*^*Rag1*^*−/−*^ and *Hoil1*^*−/−*^*Rag1*^*−/−*^ mice (scale = 50 μm). **f** Enumeration of goblet cells (left panel) and tuft cells (right panel) per villus in ileum from *Hoil1*^*+/+*^*Rag1*^*−/−*^ and *Hoil1*^*−/−*^*Rag1*^*−/−*^ mice. **g**, **h** *Il4*, *Il5*, *Il13* (**g**), *Il25* and *Il33* (**h**), mRNA levels in *Hoil1*^*+/+*^*Rag1*^*−/−*^ and *Hoil1*^*−/−*^*Rag1*^*−/−*^ distal ileum relative to *Hoil1*^*+/+*^*Rag1*^*−/−*^. Each symbol represents a sample from an individual mouse and bars represent the median. All mice were aged between 6–9 weeks. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 by 2-way ANOVA with Tukey’s multiple comparisons test (**a**) or Mann-Whitney test (**c**, **f**–**h**).

To determine whether T cells are required for the type 2 inflammation in the absence of HOIL1, we examined *Hoil1*^*−/−*^*Rag1*^*−/−*^ mice. Goblet and tuft cell numbers were increased in the ileum of *Hoil1*^*−/−*^*Rag1*^*−/−*^ mice compared to *Hoil1*^*+/+*^*Rag*^*−/−*^ mice (Fig. 4d–f). *Il5*, *Il13* and *Il25* mRNAs were elevated in *Hoil1*^*−/−*^*Rag1*^*−/−*^ compared to *Hoil1*^*+/+*^*Rag1*^*−/−*^ ileum (Fig. 4g, h), indicating that T cells are not required to trigger the inflammatory phenotype. However, *Il4* expression was not elevated in *Hoil1*^*−/−*^*Rag1*^*−/−*^ ileum compared to *Hoil1*^*+/+*^*Rag1*^*−/−*^ (Fig. 4g), indicating that T cells are the major producers of IL-4, as expected. Together, these data show that T cells are not required for type 2 inflammation in HOIL1-deficient ileum, and suggest that another cell type, such as ILC2, is required.

### Expression of HOIL1 is required in radiation-resistant cells to regulate intestinal type 2 inflammation

We next asked whether HOIL1 is required in cells derived from the bone marrow to limit type 2 inflammation, and generated reciprocal bone marrow chimeras after lethal irradiation of *Hoil1*^*+/+*^ (WT) and *Hoil1*^*−/−*^ (KO) mice. Chimerism was confirmed by measuring expression of *Hoil1* (*Rbck1*) mRNA in the ileum and relative amounts of *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ genomic DNA in blood (Fig. 5a, b). Histological and gene expression analyses performed after 16 weeks revealed that transfer of KO bone marrow into WT mice was not sufficient to trigger goblet cell hyperplasia or excessive *Il13* expression (Fig. 5c–e). Furthermore, transfer of WT bone marrow into KO mice was not sufficient to suppress goblet cell hyperplasia or *Il13* induction. These data indicate that expression of HOIL1 in a radiation-resistant, non-bone marrow-derived cell type is required to prevent aberrant type 2 inflammation.

**Fig. 5:**
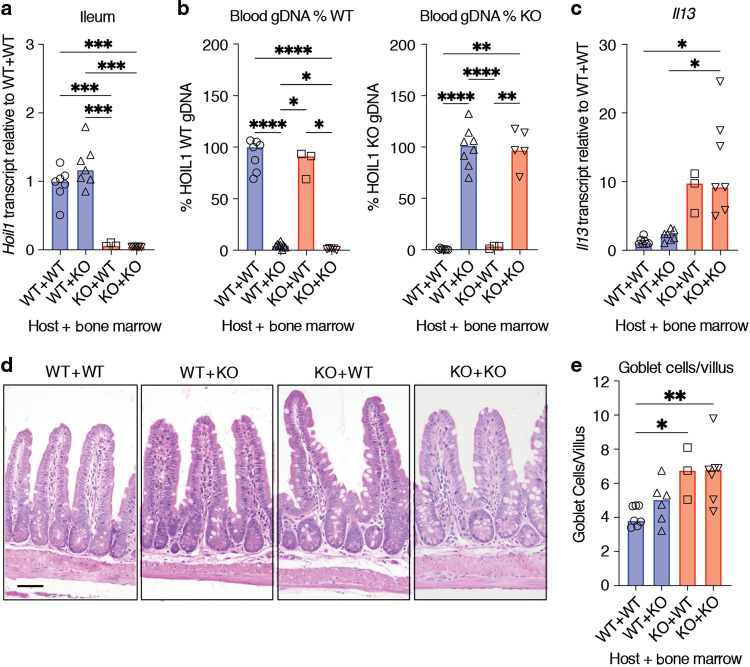
Expression of HOIL1 in non-hematopoietic cells is required to suppress type 2 inflammation in the ileum. **a** *Rbck1* mRNA levels (*Hoil1*, exons 3–4) in ileum from bone marrow chimeric mice relative to WT + WT. WT + WT: *Hoil1*^*+/+*^ mice with *Hoil1*^*+/+*^ bone marrow; WT + KO: *Hoil1*^*+/+*^ mice with *Hoil1*^*−/−*^ bone marrow; KO + WT: *Hoil1*^*−/−*^ mice with *Hoil1*^*+/+*^ bone marrow; and KO + KO: *Hoil1*^*−/−*^ mice with *Hoil1*^*−/−*^ bone marrow. **b** Percentage of WT (*Rbck1* intron 7, left panel) or KO (neomycin-resistance cassette, right panel) gDNA in blood from bone marrow chimeric mice relative to WT + WT or KO + KO controls. **c** *Il13* mRNA levels in ileum from bone marrow chimeric mice relative to WT + WT. **d** Representative H&E stained sections of ileum from bone marrow chimeric mice (scale = 50 μm). **e** Enumeration of goblet cells per villus in ileum from bone marrow chimeric mice. Each symbol represents a sample from an individual mouse and colored bars represent the median. Histological enumerations and measurements represent the mean from >10 villi per mouse. Chimeric mice were analyzed 16 weeks after reconstitution. H&E Hematoxylin and Eosin. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.001 by Brown-Forythe and Welch one-way ANOVA with Dunnett’s T3 multiple comparisons test (**a**–**c**), or ordinary one-way ANOVA with Tukey’s multiple comparisons test (**e**).

### HOIL1 limits ILC2 numbers in the small intestine

We considered that HOIL1 may control the production of a factor that regulates type 2 cytokine expression. We previously determined that changes in expression of *Il18, Tslp*, *Il25* or *Il33* were unlikely to be responsible (Fig. 3). To assess a broader range of potential regulators, we measured the mRNA expression of a number of factors that have been shown either to suppress or to promote the production of type 2 cytokines^18,19^. We examined *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice since the epithelial changes and IL-25 induction are blocked, but *Il13* and *Il5* mRNA overexpression persists in these mice (Fig. 3). However, *Il10*, *Tgfb1*, *Il12p40, Tnfsf15* (*TL1A*), *Tnfsf18* (*GITRL*), *Il6, Csf2* (*GM-CSF*) *or Il1b* mRNAs were not consistently dysregulated in tissue from both *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice relative to their HOIL1-sufficient littermates (Fig. 6a). *Il27* mRNA was significantly reduced, and IL-27 has been shown to regulate ILC and CD4^+^ T cell responses^26–28^.

**Fig. 6:**
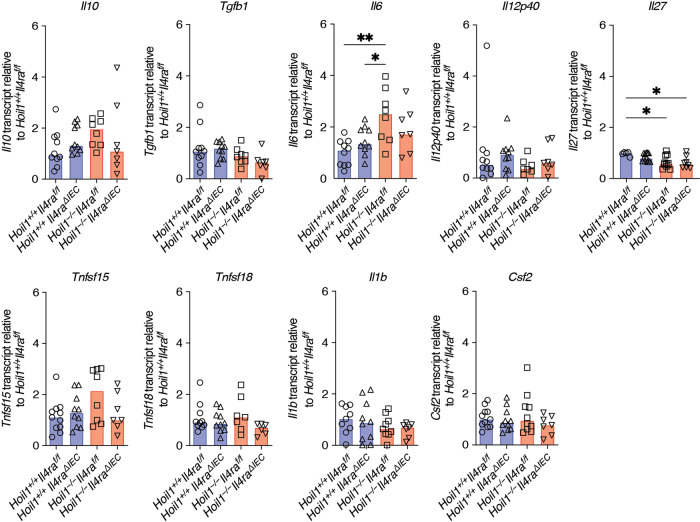
mRNA expression of common regulatory cytokines is unaltered by HOIL1-deficiency. mRNA levels for the indicated genes in distal ileum from *Hoil1*^*+/+*^*Il4ra*^*f/f*^, *Hoil1*^*+/+*^*Il4ra*^*ΔIEC*^, *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice relative to *Hoil1*^*+/+*^*Il4ra*^*f/f*^. Each symbol represents a sample from an individual mouse and bars represent the median. All mice were aged between 6–9 weeks. *p ≤ 0.05, **p ≤ 0.01 by 2-way ANOVA with Tukey’s multiple comparisons test.

To take a more comprehensive approach to identifying transcriptional differences, we sorted CD45^+^ and CD45^-^ cells from the ileum of *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice and performed RNA sequencing (Supplementary Table 1). 

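RNA was sequenced from CD45+ cells, which are hematopoietic, and CD45- cells, which include epithelial, endothelial and stromal cells, of *Hoil1*+/+*Il4ra* f/f, *Hoil1*+/+*Il4ra* ΔIEC, *Hoil1*-/-*Il4ra* f/f and *Hoil1*-/-*Il4ra* ΔIEC mice. The f/f mice carry *Il4ra* flanked by loxP sites and keep it, and the ΔIEC mice lack it in IECs. With 3 libraries for each genotype and fraction there were 24 libraries, from mice 9 to 10.3 weeks old. The authors trimmed the reads, aligned them to mm10 and deposited the number assigned to each of 39056 genes, without normalization. Of these genes, 15867 had no count in any library. In the CD45+ fraction, the counts on genes ranged from 55.4 to 76.8 M per library (median 60.5 M) in *Hoil1*+/+*Il4ra* f/f mice, from 25.2 to 63.2 M (median 57.8 M) in *Hoil1*+/+*Il4ra* ΔIEC mice, from 27.2 to 52.3 M (median 41.7 M) in *Hoil1*-/-*Il4ra* f/f mice and from 14.9 to 32.4 M (median 28.6 M) in *Hoil1*-/-*Il4ra* ΔIEC mice. In the CD45- fraction, they ranged from 6.97 to 23.2 M (median 18.5 M) in *Hoil1*+/+*Il4ra* f/f mice, from 8.08 to 68.3 M (median 10.9 M) in *Hoil1*+/+*Il4ra* ΔIEC mice, from 7.44 to 30.1 M (median 12.1 M) in *Hoil1*-/-*Il4ra* f/f mice and from 6.03 to 22.5 M (median 17.6 M) in *Hoil1*-/-*Il4ra* ΔIEC mice. The CD45+ libraries of *Hoil1*-/- mice were therefore sequenced less deeply than those of *Hoil1*+/+ mice by their medians. Results are given first for the 21 libraries in the sample list of Supplementary Table 1 and then for all 24. The 3 libraries that the authors left out, as outliers in their principal component analysis, are the CD45+ library of *Hoil1*-/-*Il4ra* f/f replicate 13, the CD45+ library of *Hoil1*-/-*Il4ra* ΔIEC replicate 24 and the CD45- library of *Hoil1*-/-*Il4ra* f/f replicate 23. Within each fraction, the raw counts were scaled by the TMM method of edgeR and tested with its quasi-likelihood test, with a mean for each genotype and Benjamini-Hochberg adjustment. Genes entered the test when edgeR's filter, with a minimum count of 10 and a minimum total of 15, kept them. The choice of libraries, test, filter and scaling could each change the numbers.
*Rbck1* (ENSMUSG00000027466.15), the gene that encodes HOIL1, lies on the minus strand of chromosome 2 of GRCm38 from 152316334 to 152332653. In CD45+ cells it was at 119 ± 22.8 CPM (SD, n = 6) in *Hoil1*+/+ and 8.58 ± 4.15 CPM (SD, n = 4) in *Hoil1*-/- libraries, and in CD45- cells at 105 ± 14.0 CPM (SD, n = 6) and 5.50 ± 2.29 CPM (SD, n = 5). In the libraries left out by the authors, *Rbck1* was at 4.72 CPM in replicate 13 and 7.08 CPM in replicate 24. Replicate 23 had no *Rbck1* count, where 3 counts would be 0.400 CPM. Every library labeled *Hoil1*-/- was thus below every *Hoil1*+/+ library of its fraction. *Il4ra* (ENSMUSG00000030748.9), on the plus strand of chromosome 7 from 125552120 to 125579474, was not detectably lower in the CD45- cells of ΔIEC mice, with a log2 fold change of 0.02 (standard error 0.35, adjusted p = 1.00 from edgeR's quasi-likelihood test). Its counts are sums over the whole gene in all CD45- cells, so they do not check the deletion in IECs.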

Unexpectedly, in the CD45^-^ fraction, *Rbck1* (*Hoil1*) was the only gene identified as differentially expressed (DE) in the *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice relative to the *Hoil1*^*+/+*^*Il4ra*^*f/f*^ and *Hoil1*^*+/+*^*Il4ra*^*ΔIEC*^ mice. However, in the CD45^+^ fraction, *Nmur1*, *1700061F12Rik*, *Klrg1*, *Il5*, *Il17rb*, *Epas1*, in addition to *Rbck1*, were identified as DE in *Hoil1*^*+/+*^ and *Hoil1*^*−/−*^ tissue, but unaffected by IL4Rα signaling on IECs (Fig. 7a, Supplementary Table 1).

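In the 11 CD45- libraries of the sample list, 16453 genes were tested. *Rbck1* was the only gene with an adjusted p under 0.05 in the same direction in both *Il4ra* genotypes, and 17 genes had an unadjusted p under 0.05 in both. In f/f mice *Rbck1* was at 108 ± 12.5 CPM (SD, n = 3) in *Hoil1*+/+ and 5.57 ± 3.35 CPM (SD, n = 2) in *Hoil1*-/- cells, a log2 fold change of -4.26 (standard error 0.50, adjusted p = 0.0188 from edgeR's quasi-likelihood test). In ΔIEC mice it was at 102 ± 17.4 CPM (SD, n = 3) and 5.45 ± 2.21 CPM (SD, n = 3), a log2 fold change of -4.20 (standard error 0.42, adjusted p = 0.0115 from the same edgeR test). The difference between these effects was 0.06 on the log2 scale (standard error 0.56, adjusted p = 0.990, edgeR). Averaged over the *Il4ra* genotypes, 3 genes passed, 2 higher and 1 lower in *Hoil1*-/- cells, and 868 had an unadjusted p under 0.05. With RLE size factors in place of TMM, 0 higher and 1 lower passed. Besides *Rbck1*, with a log2 fold change of -4.23 (standard error 0.33, adjusted p = 0.00106, edgeR), these were *Trpm5* (chromosome 7, 143069153 to 143094642) and *Lrmp* (chromosome 6, 145115653 to 145174934), which are named here after their values were seen. *Trpm5* was at 237 and 251 CPM in the 2 *Hoil1*-/-*Il4ra* f/f libraries, against 10.2 ± 3.64 CPM (SD, n = 3) in *Hoil1*+/+*Il4ra* f/f and 12.1 ± 4.25 CPM (SD, n = 3) in *Hoil1*-/-*Il4ra* ΔIEC cells. *Lrmp* was at 96.6 ± 35.1 CPM (SD, n = 2), 2.15 ± 0.549 CPM (SD, n = 3) and 3.51 ± 0.423 CPM (SD, n = 3) in the same groups. The left-out *Hoil1*-/-*Il4ra* f/f replicate 23 had 3.07 CPM of *Trpm5* and 9.74 CPM of *Lrmp*. Within f/f mice 6 genes passed, and within ΔIEC mice 1, with 2161 and 1261 genes at an unadjusted p under 0.05. The difference between the *Hoil1* effects in ΔIEC and f/f mice was -4.64 for *Trpm5* on the log2 scale (standard error 0.56, adjusted p = 0.0791, edgeR). Over all 12 CD45- libraries, 15332 genes were tested and none passed in both genotypes, where 17 had an unadjusted p under 0.05, nor for the averaged effect, where 593 did. *Rbck1* then had a log2 fold change of -4.50 (standard error 0.64, adjusted p = 0.201, edgeR). Of the alternatives tried, DESeq2 in place of edgeR moved the number of genes that passed in both genotypes most, to 8 genes.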

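*Nmur1* (ENSMUSG00000026237.5) lies on chromosome 1 of GRCm38 from 86386303 to 86426228, and *1700061F12Rik* (ENSMUSG00000085580.1) on chromosome 2 from 9189515 to 9197477. *Klrg1* (ENSMUSG00000030114.8) lies on chromosome 6 from 122270596 to 122282882, and *Il5* (ENSMUSG00000036117.2) on chromosome 11 from 53720794 to 53725106. *Il17rb* (ENSMUSG00000015966.16) lies on chromosome 14 from 29996135 to 30008896, and *Epas1* (ENSMUSG00000024140.9) on chromosome 17 from 86753700 to 86833410. In the 10 CD45+ libraries of the sample list, 17029 genes were tested with edgeR's quasi-likelihood test. For the *Hoil1* effect averaged over the *Il4ra* genotypes, *Rbck1* was the only gene with an adjusted p under 0.05, and 996 genes had an unadjusted p under 0.05. Its log2 fold change was -3.81 (standard error 0.32, adjusted p = 0.00690, edgeR). *Il17rb* and *Nmur1* were higher in *Hoil1*-/- cells by log2 fold changes of 3.79 (standard error 0.51) and 3.77 (standard error 0.51), each with an adjusted p of 0.0968 from edgeR. *Klrg1* and *Epas1* were higher by 2.88 (standard error 0.40) and 2.86 (standard error 0.40), with the same adjusted p of 0.0968 from edgeR. *Il5*, which had counts in 1 of the 6 *Hoil1*+/+ libraries, was also higher (adjusted p = 0.378, edgeR), by an amount that cannot be given because the *Hoil1*+/+*Il4ra* f/f libraries had no count, and *1700061F12Rik*, which had no count in any *Hoil1*+/+ library, was at least 22.2-fold higher (adjusted p = 0.390, edgeR). In both *Il4ra* genotypes taken separately, no gene passed, and 69 genes, the 7 genes of Fig. 7a among them, had an unadjusted p under 0.05 in the same direction. An exact permutation test of the mean log2(CPM + 0.1) in the 4 *Hoil1*-/- against the 6 *Hoil1*+/+ libraries (two-sided, 210 splits, CPM by total counts) gave p = 0.00476, the smallest the design allows, for *Rbck1*, *Nmur1*, *1700061F12Rik*, *Klrg1*, *Il5* and *Il17rb*. For *Epas1* the exact permutation p was 0.0143. Adjusted over the 7 genes, these were 0.00556 and 0.0143, which shows no stability because the paper chose the genes from the same libraries.
Over all 12 CD45+ libraries, 16060 genes were tested and the averaged effect passed for *Rbck1*, with a log2 fold change of -3.95 (standard error 0.28, adjusted p = 2.02e-04, edgeR), and *Klrg1*, with 2.80 (standard error 0.36, adjusted p = 0.0481, edgeR). The log2 fold change was 3.53 for *Nmur1* (standard error 0.50, adjusted p = 0.0773, edgeR), 3.31 for *Il17rb* (standard error 0.85, adjusted p = 1.00, edgeR) and 2.45 for *Epas1* (standard error 0.51, adjusted p = 0.601, edgeR), and *Il5* had an adjusted p of 0.283 from edgeR. For *1700061F12Rik* the adjusted p was 0.850 from edgeR, and its groups overlapped since replicate 13 had no count. The exact permutation p over the 12 libraries (924 splits) was 0.00216 for *Rbck1*, *Nmur1*, *Klrg1* and *Il5*, 0.0152 for *1700061F12Rik*, 0.0238 for *Epas1* and 0.0714 for *Il17rb*. Of the alternatives tried on the sample list, DESeq2 moved the number of genes that passed in both *Il4ra* genotypes most, to 11. The pair-wise exactTest of edgeR, which the methods name, gave 9 genes in both genotypes, and the likelihood ratio test of edgeR's generalized linear model gave 7. All 7 genes of Fig. 7a were among those called by DESeq2 and by exactTest, and 6 of them, all but *Il5*, among those called by the likelihood ratio test. From these genes, of which it describes *Il5* and *Nmur1* as relatively specific to ILC2 among CD45+ cells of the small intestine, and from qRT-PCR of *Nmur1*, the paper proposes that the numbers or activation state of ILC2 are dysregulated in HOIL1-deficient mice, and from flow cytometry it concludes that HOIL1 limits ILC2 numbers.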

**Fig. 7:**
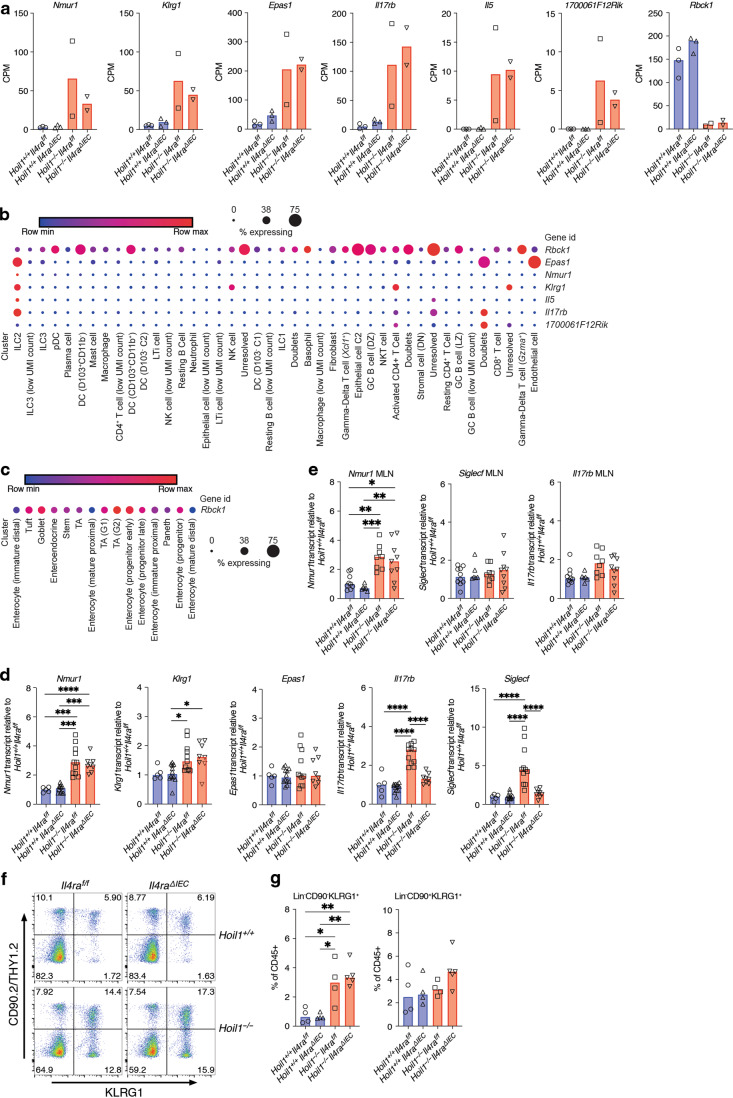
HOIL1 regulates ILC2 numbers in the small intestine. **a** Counts per million reads (CPM) for the indicated genes identified as differentially expressed in CD45^+^ cells from *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ ileum relative to *Hoil1*^*+/+*^*Il4ra*^*f/f*^ and *Hoil1*^*+/+*^*Il4ra*^*ΔIEC*^ by RNA-Seq analysis. *q* < 0.05 for both comparisons. **b** Heat map/dot plot representation of the indicated genes in cell types identified in LP from untreated and OVA-treated mice by scRNAseq^29^. **c** Heat map/dot plot representation of *Rbck1* expression in intestinal epithelial cell subsets identified by scRNAseq^30^. **d**, **e** mRNA levels for the indicated genes in whole distal ileum (**d**) or MLN (**e**) measured by qRT-PCR and expressed as relative to *Hoil1*^*+/+*^*Il4ra*^*f/f*^. **f** Representative flow plots gated on live, CD45^+^, Lin^-^ (CD3, CD4, CD5, CD11b, CD11c, CD19, NK1.1) cells showing expression of CD90.2 and KLRG1. **g** Quantification of panel F for Lin^-^ CD90.2^-^ KLRG1^+^ and Lin^-^ CD90.2^+^ KLRG1^+^ cells (percentage of total CD45^+^ cells). Each symbol represents a sample from an individual mouse and colored bars represent the median. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 by 2-way ANOVA with Tukey’s multiple comparisons test.

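The CPM of each gene of Fig. 7a, scaled by TMM over the CD45+ libraries of the sample list, are given here as mean ± SD in the order *Hoil1*+/+*Il4ra* f/f (n = 3), *Hoil1*+/+*Il4ra* ΔIEC (n = 3), *Hoil1*-/-*Il4ra* f/f (n = 2) and *Hoil1*-/-*Il4ra* ΔIEC (n = 2). *Rbck1* was at 105 ± 23.0, 133 ± 13.0, 7.03 ± 3.25 and 10.1 ± 5.62 CPM. *Nmur1* was at 2.26 ± 0.663, 2.82 ± 1.59, 48.0 ± 49.9 and 24.5 ± 9.44 CPM. *1700061F12Rik* was at 0 CPM in both *Hoil1*+/+ groups, and at 4.59 ± 5.61 and 2.81 ± 0.908 CPM in the *Hoil1*-/- groups. *Klrg1* was at 4.03 ± 0.615, 6.91 ± 3.68 and 45.9 ± 36.2 CPM in the first 3 groups and at 28.2 and 37.9 CPM in the 2 *Hoil1*-/-*Il4ra* ΔIEC libraries. *Il5* was at 0, 0.0755 ± 0.131, 6.92 ± 8.25 and 7.50 ± 1.48 CPM. *Il17rb* was at 4.25 ± 3.07, 10.3 ± 2.88, 81.3 ± 73.1 and 105 ± 33.2 CPM. *Epas1* was at 13.7 ± 6.09, 33.7 ± 13.3 and 150.3 ± 125 CPM in the first 3 groups and at 149.6 and 176 CPM in the 2 *Hoil1*-/-*Il4ra* ΔIEC libraries. In *Hoil1*-/-*Il4ra* f/f cells the SD of the 2 libraries exceeded their mean for *Nmur1*, *1700061F12Rik* and *Il5*. The CPM in the paper's supplement were 1.36 to 1.38 times the scale used here in the 10 libraries, for a reason that was not found.
Within f/f mice, the adjusted p from edgeR's quasi-likelihood test was 0.0949 for *Rbck1* (log2 fold change -3.90, standard error 0.46). It was 0.204 for *Nmur1* (log2 fold change 4.42), *Klrg1* (3.51) and *Epas1* (3.45), and 0.228 for *Il17rb* (4.25). *Il5* was at least 41.6-fold higher (adjusted p = 0.637, edgeR) and *1700061F12Rik* at least 27.6-fold higher (adjusted p = 0.803, edgeR). These limits rest mainly on replicate 14. Scaled over all 12 libraries, it had 12.5 CPM of *Il5* and 8.38 CPM of *1700061F12Rik*, against 1.08 and 0.619 CPM in replicate 15. Within ΔIEC mice, the adjusted p from the same edgeR test was 0.115 for *Rbck1* (log2 fold change -3.71, standard error 0.45), 0.584 for *Nmur1* (3.13) and *Il17rb* (3.34), 0.642 for *Klrg1* (2.26) and *Epas1* (2.27), and 0.706 for *Il5* (6.49), and *1700061F12Rik* was at least 16.9-fold higher (adjusted p = 0.653, edgeR). No gene passed within f/f mice, where 898 had an unadjusted p under 0.05, or within ΔIEC mice, where 1035 did. Over all 12 CD45+ libraries, *Rbck1* passed within both, with adjusted p of 0.00660 and 0.0112 from edgeR.
The effect of *Il4ra* deletion, averaged over the *Hoil1* genotypes, was smaller than its standard error for *Nmur1* (log2 fold change -0.33, standard error 0.50) and *Klrg1* (0.15, standard error 0.39), and was 0.44 for *Rbck1* (standard error 0.27, adjusted p = 0.589, edgeR). It was larger for *Epas1* (0.71, standard error 0.40) and *Il17rb* (0.82, standard error 0.50), with adjusted p of 0.545 and 0.575 from edgeR. The effect of *Il4ra* and the interaction are not given for *1700061F12Rik*, which had no count in the *Hoil1*+/+ libraries, or for *Il5*, which had none in the *Hoil1*+/+*Il4ra* f/f libraries, since such estimates depend on how the fit treats a group without counts. The estimated *Hoil1* effects on *Nmur1*, *Klrg1*, *Epas1* and *Il17rb* were smaller in ΔIEC than in f/f mice. Their log2 differences were -1.28 (standard error 0.99), -1.25 (0.79), -1.18 (0.79) and -0.91 (0.99). The interaction adjusted p were 0.824, 0.777, 0.798 and 0.917 from edgeR. For each of these genes, *Hoil1*-/-*Il4ra* f/f replicate 14 was above and replicate 15 below both *Hoil1*-/-*Il4ra* ΔIEC replicates 16 and 17. A smaller effect in ΔIEC mice was therefore not shown. No gene passed the interaction test, and 1193 had an unadjusted p under 0.05. Only *Impact* (ENSMUSG00000024423.5, chromosome 18, 12955852 to 12992950), passed for the effect of *Il4ra*, with a log2 fold change of 1.47 (standard error 0.15, adjusted p = 0.0340, edgeR), and 1805 genes had an unadjusted p under 0.05. Over all 12 libraries no gene passed for the effect of *Il4ra*, where 882 had an unadjusted p under 0.05, or for the interaction, where 703 did.

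**Figure D1:**
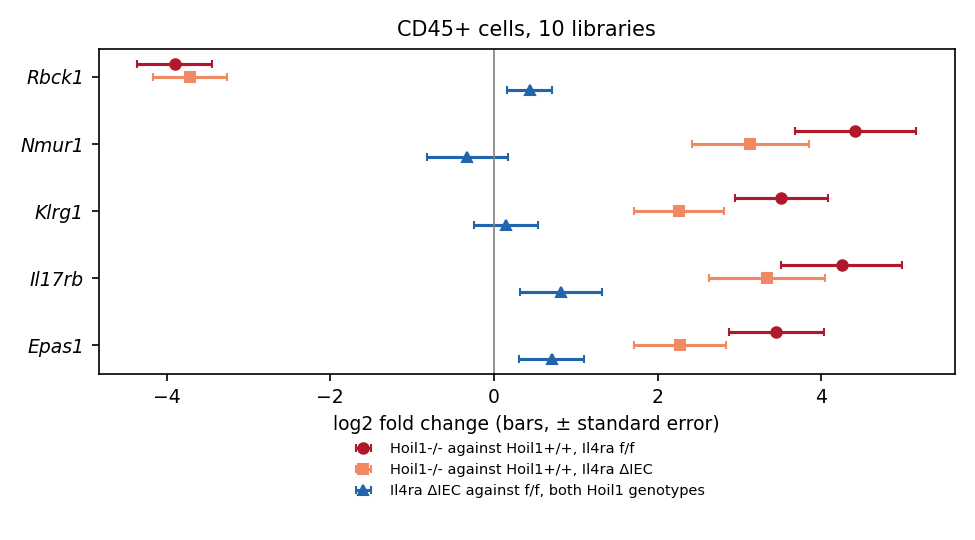
Log2 fold changes (x axis) of *Rbck1*, *Nmur1*, *Klrg1*, *Il17rb* and *Epas1* (y axis) in the CD45+ libraries of the sample list, for the *Hoil1* effect within f/f mice, the *Hoil1* effect within ΔIEC mice and the effect of *Il4ra* deletion, with bars of 1 standard error. The *Hoil1* effects of the 4 genes other than *Rbck1* lie between 2.26 and 4.42, and the *Il4ra* effects of all 5 genes between -0.33 and 0.82.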

To determine which specific cell types express these DE genes in the small intestine during a type 2 inflammatory response, we queried the Immunological Genome Project (ImmGen) database and published single-cell RNA sequencing datasets^29,30^. *Klrg1* can be expressed by ILC2, NK cells and Th2 cells, and *Il17rb*, *1700061F12Rik* and *Epas1* can be induced in activated ILC2 and Th2 cells. However, *Il5* and *Nmur1* mRNAs are relatively specific to ILC2 among CD45^+^ cells within the small intestine^29,31^ (Fig. 7b). *Rbck1* expression was variable among immune cell and epithelial cell populations, with notable expression in several dendritic cell subsets, γδ T cells and germinal center B cells, as well as in tuft cells, goblet cells, transit amplifying cells and enterocyte progenitors^30^ (Fig. 7b, c).

Using qRT-PCR, we confirmed that *Nmur1* was more highly expressed in distal ileum from *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice (Fig. 7d). *Klrg1* mRNA was also slightly elevated, although this was not significant in the *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ tissue. *Epas1* mRNA expression was not detectably different in whole tissue. *Il17rb* and *Siglecf* were elevated in tissue from *Hoil1*^*−/−*^*Il4ra*^*f/f*^ but not *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice, indicating that changes in their expression are dependent on IL4Rα signaling in IECs, which is consistent with expression of both markers on tuft cells^21^. Furthermore, *Nmur1* was more highly expressed in the MLN from *Hoil1*^*−/−*^*Il4ra*^*f/f*^ and *Hoil1*^*−/−*^*Il4ra*^*ΔIEC*^ mice, but *Siglecf* and *Il17rb* were not (Fig. 7e). NMUR1 is a neuropeptide receptor that has recently been shown to be preferentially expressed on ILC2, and to induce ILC2 activation and proliferation in response to neuromedin U (NMU) produced by mucosal neurons^32–34^. These findings suggested that ILC2 numbers or activation state are dysregulated in the small intestine of HOIL1-deficient mice. Flow cytometry revealed that the frequency of Lin^-^KLRG1^+^CD90.2^lo^ ILC2 was approximately five-fold higher in the ileum of *Hoil1*^*−/−*^ mice, and remained elevated even in the absence of IL4Rα signaling on IECs (Fig. 7f, g), indicating that HOIL1 limits number of ILC2 in the small intestine.

## Discussion

In this study, we have identified a critical role for HOIL1 in regulating type 2 inflammation in the small intestine of mice. HOIL1-mutant mice exhibited characteristic goblet and tuft cell hyperplasia that was associated with increased expression of IL-4, IL-5, IL-13 and IL-25. Goblet and tuft cell hyperplasia and *Il25* induction were dependent on signaling through IL4Rα on IECs. However, *Il13* and *Il5* mRNA and ILC2 numbers remained significantly elevated when tuft cell and IL-25 induction were blocked by deletion of IL4Rα on IECs, demonstrating that HOIL1 functions upstream of IL4Rα in the feed-forward cycle to regulate ILC2.

Although Th2 cells, ILC2, eosinophils and mast cells can express type 2 inflammatory cytokines, analysis of *Hoil1*^*−/−*^*Rag1*^*−/−*^ mice demonstrated that T cells are not required for inflammation. These findings were consistent with an increase in intracellular IL-13 observed in a CD11b^-^CD3^-^CD19^-^ cell population, but not in the CD3^+^ or CD11b^+^ cell populations from the HOIL1-deficient small intestine. Furthermore, RNA-Seq analysis of CD45^+^ cells identified an increase in mRNA expression of six ILC2-associated genes, two of which (*Nmur1* and *Il5*) are specific for ILC2. 

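Among the CD45+ libraries, scaled over all 12, *Nmur1* was at 81.6 CPM in *Hoil1*-/-*Il4ra* f/f replicate 14 and 12.8 CPM in replicate 15, at 30.7 and 17.5 CPM in *Hoil1*-/-*Il4ra* ΔIEC replicates 16 and 17, and at 1.45 to 4.40 CPM in the 6 *Hoil1*+/+ libraries. The libraries left out by the authors, *Hoil1*-/-*Il4ra* f/f replicate 13 and *Hoil1*-/-*Il4ra* ΔIEC replicate 24, had 23.0 and 13.6 CPM of *Nmur1*. *Il5* was at 12.5 and 1.08 CPM in replicates 14 and 15, at 6.34 and 8.39 CPM in replicates 16 and 17, at 3.49 and 14.1 CPM in replicates 13 and 24, and at 0.220 CPM in 1 *Hoil1*+/+ library and 0 in the other 5, where 3 counts would be at most 0.0935 CPM. *Klrg1* was above its highest *Hoil1*+/+ value of 10.1 CPM in all 6 *Hoil1*-/- libraries, with 31.1 CPM in replicate 13 and 31.2 CPM in replicate 24. Replicate 24 had 1.29 CPM of *Il17rb* and 32.3 CPM of *Epas1*, below the highest *Hoil1*+/+ values of 12.9 and 44.6 CPM, and 3.91 CPM of *1700061F12Rik*, which had no count in the *Hoil1*+/+ libraries. Replicate 13 had 20.8 CPM of *Il17rb*, 42.9 CPM of *Epas1* and no count of *1700061F12Rik*. The rise therefore held in every *Hoil1*-/- library for *Nmur1*, *Il5* and *Klrg1*, in all but replicate 24 for *Il17rb*, in all but replicate 13 for *1700061F12Rik*, and in the libraries of the sample list only for *Epas1*. As a set, 20 genes known to mark ILC2 had a mean log2 fold change of 2.42 in *Hoil1*-/- cells of the sample list, and 19 of them were higher. The p from limma's camera test of a set of genes against all others was 0.00421, and 0.105 when adjusted over 25 sets of cell type markers. Over all 12 libraries the mean was 2.18, 18 of the 20 genes were higher, and the adjusted p was 0.117 from camera in limma. The set includes *Il5*, whose log2 fold change depends on how the fit treats a group without counts, and this raises the mean. Without the genes of Fig. 7a, the other 16 markers had a mean of 1.81 in the sample list, with 15 higher.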

Subsequent flow cytometric analysis revealed a four to five-fold increase in Lin^-^KLRG1^+^CD90^lo^ ILC2 in HOIL1-deficient tissue, which was independent of IL4Rα signaling on IEC, tuft cell expansion and further induction of IL-25. These KLRG1^+^CD90^lo^ ILC2 may be similar to the inflammatory ILC2 that have been reported to proliferate in the small intestine, then migrate to the lung and other tissues in response to helminth infection or IL-25 treatment^35,36^.

The proliferation and activation of ILC2 can be induced by IL-25, TSLP, and IL-33, along with additional signals such as cysteinyl leukotrienes, NMU, or Notch ligands^32–34,37–39^. We were unable to detect differences in TSLP or IL-33 mRNA or protein expression and, although IL-25 was elevated in the HOIL1-deficient ileum, the IL-4Rα-dependent increase in IL-25 was not required. Global mRNA analysis of CD45^+^ and CD45^-^ cells did not reveal candidates except genes associated with ILC2. 

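In CD45+ cells no gene other than those of Fig. 7a had an adjusted p under 0.05 for the averaged *Hoil1* effect in edgeR's quasi-likelihood test, with the libraries of the sample list or with all 12. With the sample list, *Igf1*, named after its values were seen, also passed when no filter was applied and when immunoglobulin genes were removed, and 103 genes in all passed with the likelihood ratio test and 143 with DESeq2. At an unadjusted p under 0.05, 665 genes passed over all 12 CD45+ libraries. In CD45+ cells none of the 25 sets of cell type markers passed after adjustment, and after ILC2 the smallest p from limma's camera test was that of tuft cell genes, a set that also holds *Il17rb*, with a mean log2 fold change of 1.07, 9 of 11 genes higher and an adjusted p of 0.140. Enterocyte genes had a mean log2 fold change of -1.93 in CD45+ cells, with 0 of 12 genes higher and an adjusted p of 0.410 in the same limma test. In CD45- cells 22 sets could be tested and the tuft cell set was the only one that passed, with a mean log2 fold change of 2.65 and all 12 genes higher (adjusted p = 0.00950, camera in limma). Its mean log2 fold change was 4.85 within f/f mice (adjusted p = 0.0157, limma) and 0.44 within ΔIEC mice (adjusted p = 0.899, limma). The difference between these effects was -4.41 (adjusted p = 0.124, limma). The tuft cell set holds *Il17rb*, with 6 counts or fewer in each *Hoil1*+/+*Il4ra* f/f CD45- library, which may raise the mean within f/f mice. Over all 12 CD45- libraries the tuft cell set had a mean of 2.27 and did not pass (adjusted p = 0.255, limma). ILC2 genes had a mean log2 fold change of -0.24 in CD45- cells, with 7 of 14 genes higher and an adjusted p of 0.953 in limma. *Klrg1*, *Il5* and *1700061F12Rik* had no count in any of the 12 CD45- libraries, where 3 counts would be 0.0398 to 0.495 CPM. *Nmur1* was at 5.31 ± 1.81 CPM (SD, n = 6) in *Hoil1*+/+ and 6.05 ± 4.79 CPM (SD, n = 5) in *Hoil1*-/- CD45- cells. *Il17rb* was at 24.5 and 14.9 CPM in the CD45- libraries of *Hoil1*-/-*Il4ra* f/f replicates 1 and 2 and at 3.23 CPM or less in the 10 others.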

One possibility is that HOIL1 plays a cell-intrinsic role in regulating ILC2, and this would be consistent with a requirement for HOIL1 in radiation-resistant, non-bone marrow-derived cells, since some ILC2 are thought to self-renew in tissues^40^. A recent study identified LUBAC as a component of the IL17RA/IL17RC receptor signaling complex (RSC) required for efficient signal transduction and NFκB activation^41^. The same study identified a negative feedback loop for the IL-17RSC, although LUBAC did not appear to be involved. Since IL-25 signals though IL17RB, which is highly expressed on gut ILC2, it is plausible that HOIL1 and LUBAC regulate tonic IL-25/IL17RB signaling and therefore ILC2 numbers and activation state (Fig. 8). Other mechanisms are possible including ILC2-intrinsic regulation of IL17RB expression or signaling through other receptors, or ILC2-extrinsic roles for IL-27, interferons, neuropeptides such as NMU, or lipid mediators such as prostaglandins and leukotrienes. Further studies, such as cell type-specific deletion of *Hoil1*, will be required to distinguish these possibilities.

**Fig. 8:**
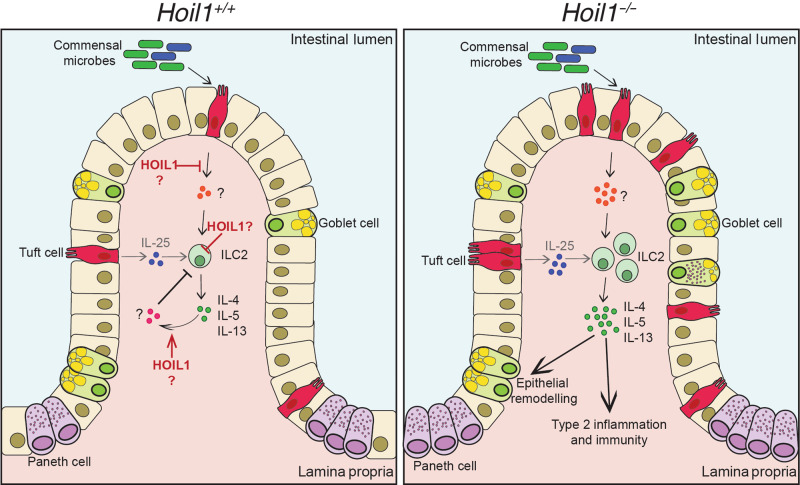
Model of role of HOIL1 in regulating type 2 inflammatory signaling. HOIL1 acts in a radiation-resistant cell type to suppress ILC2 proliferation and the production of IL-4, IL-5, and IL-13 in the presence of commensal microbes. HOIL1 may function to suppress the production of a positive regulatory factor (orange circles) upstream of IL-4, IL-5 and IL-13, or may be required for the negative regulation of ILC2 through a cell-extrinsic (pink circles) or cell-intrinsic mechanism, such as inhibition of IL17RB (IL25R) signaling. HOIL1 functions outside of the IL-13 – tuft cell – IL-25 feed-forward loop. In the absence of HOIL1, excessive IL-4, IL-5 and IL-13 can trigger chronic type 2 inflammation including goblet and tuft cell hyperplasia.

Although IL-25 is a well-established activator of intestinal ILC2, examination of antibiotics-treated mice indicated that a signal other than IL-25 is involved. Antibiotics treatment reduced *Il4*, *Il5* and *Il13* mRNA levels in *Hoil1*^*−/−*^ tissue to levels similar to *Hoil1*^*+/+*^ tissue from water-treated mice. *Il25* mRNA, however, was only partially reduced by antibiotics, and reduction of *Il25* mRNA (by blocking IL4Rα signaling) was not sufficient to reduce *Il5* and *Il13* mRNA. Others have shown that resting ILC2 numbers and *Il5* expression are largely unaffected by the absence of microbes in wild-type mice^31^. However, the additional ILC2 we observed in the absence of HOIL1 may be activated ILC2^35,36^ and subject to additional modes of regulation. Future studies will need to determine whether loss of microbial exposure reduces ILC2 numbers or activation state, and to determine whether HOIL1 regulates this response to microbes in an ILC2-intrinsic or extrinsic manner (Fig. 8). Analysis of scRNA-seq datasets revealed that *Hoil1* is expressed in a variety of cell types with notable expression in tuft cells, goblet cells and transit amplifying cells that could sense microbial products. We did not identify any differentially expressed genes among the CD45^-^ cells, although this may be due to the limited power of the analysis, or to non-transcriptional regulation of key molecules. 

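The share of changes that could be called was tested on counts simulated with the means, spread and library sizes of the libraries in the sample list. Each of 4 simulated sets held 200 changed genes among the genes tested, raised or lowered by folds of 2, 4, 8 and 16. In CD45- cells, edgeR's quasi-likelihood test called 6.5% of genes changed 2-fold in *Hoil1*-/- cells, 43% of those changed 4-fold, 56% of those changed 8-fold and 68% of those changed 16-fold for the averaged effect. In both *Il4ra* genotypes at once it called 0% of genes changed 2-fold, 3.5% of those changed 4-fold, 34.5% of those changed 8-fold and 51% of those changed 16-fold. In CD45+ cells the averaged effect was called for 9.5%, 52.5%, 63% and 65% of the genes changed 2-, 4-, 8- and 16-fold, and in both genotypes for 0%, 27%, 49.5% and 54.5%. A 2-fold change in CD45- cells was therefore mostly not detectable with these libraries. Genes without a simulated change made up 3.07% of the calls for the averaged effect in CD45- cells and 7.32% in CD45+ cells, and with the likelihood ratio test of edgeR 30.9% and 37.2%. Among the calls in both *Il4ra* genotypes, they were 0 of 178 in CD45- cells and 0 of 262 in CD45+ cells with the quasi-likelihood test, and 0 of 268 and 4 of 319 with the likelihood ratio test. The simulation drew each gene independently and held no difference in cell mix, so false calls in the real libraries can be more frequent. With the *Hoil1* labels of the real libraries exchanged within *Il4ra* genotypes, the likelihood ratio test called up to 936 genes in both genotypes of CD45- cells. In CD45+ cells it called up to 24. The likelihood ratio test called more of the changed genes. In both genotypes of CD45- cells it called 0.5%, 21%, 51% and 61.5% of those changed 2-, 4-, 8- and 16-fold. In CD45+ cells these were 1%, 41%, 54.5% and 61%.

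**Figure D2:**
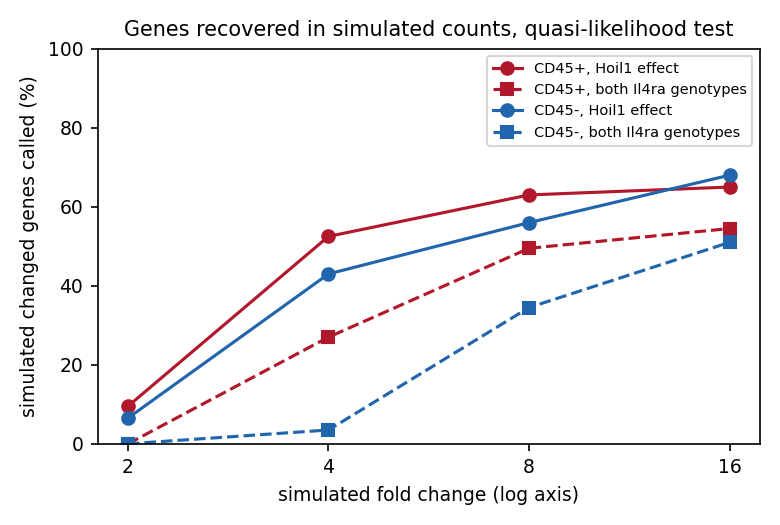
Percent of simulated changed genes called (y axis) against their simulated fold change (x axis) in CD45+ and CD45- cells, for edgeR's quasi-likelihood test of the averaged *Hoil1* effect and of the effect in both *Il4ra* genotypes. Of genes changed 4-fold in CD45- cells, 43% were called for the averaged effect and 3.5% in both genotypes.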

*Hoil1* was also highly expressed in several dendritic cell and B cell subsets that may warrant further analysis. Since HOIL1 has recently been shown to be a functional E3 ubiquitin ligase^42,43^, it will be important to determine whether linear ubiquitination by HOIP or the E3 ligase activity of HOIL1 regulates type 2 inflammatory responses in the small intestine.

Type 2 responses are critical for immune responses against extracellular parasites such as intestinal worms, yet aberrant type 2 inflammation drives allergy, asthma and atopic dermatitis. We have identified HOIL1 as an important regulator of intestinal ILC2 and type 2 inflammation, contributing to our broader understanding of the mechanisms regulating intestinal homeostasis and inflammation.

## Methods

### Mice

All mice used in this study were on a C57BL/6 J background. Mice were housed in accordance with Federal and University guidelines and protocols were approved by the University of Illinois Chicago Animal Care Committee and the Animal Studies Committee of Washington University. *Hoil1*^*−/−*^ (Rbck1^tm1Kiwa^) and *Hoil1*^*−/−*^*Rag1*^*−/−*^ mice have been described previously^8,13,23^. Co-housed *Hoil1*^*+/+*^ littermates were used as wild-type controls. *Il4ra*^*flox/flox*^ mice^23^ were a gift from Ajay Chawla and bred to *Hoil1*^*−/−*^ mice. VillinCre (B6.Cg-Tg(Vil1-cre)997Gum/J) mice were purchased from The Jackson Laboratory and bred to *Hoil1*^*−/−*^*Il4ra*^*flox/flox*^ mice. Male and female mice were included in all analyses. Mice from at least two litters were used to generate each data set. No mice were excluded from the analyses.

### IEC and LP cell separation

Ileum and jejunum were flushed with PBS, Peyer’s patches removed, opened longitudinally, and cut into 1 cm pieces. Two washes with HBSS supplemented with 10% bovine calf serum, 15 mM HEPES, 5 mM EDTA and 1.25 mM DTT were performed at room temperature for 20 min under continuous rotation followed by 20 s of vortexing in PBS pH 7.4. IECs were collected and resuspended in TRI-reagent (Sigma). Remaining tissue containing the LP fraction was homogenized in TRI-reagent.

### Flow cytometry

Ileum and jejunum were prepared as described above for LP separation. LP pieces were transferred to 15 ml RPMI 1640 supplemented with 10% FBS, 50 U/ml penicillin, 50 μg/ml streptomycin and 2 mM L-glutamine with 0.5 mg/ml Collagenase VIII (Sigma). Samples were shaken vigorously by hand and placed in a shaking incubator at 220 rpm and 37 °C for 15 min with additional manual shaking at 10 min. After 15 min, 35 ml ice-cold complete media was added. Samples were washed twice with FACS buffer (PBS pH 7.4, 1% FBS, 2 mM EDTA) and filtered with 100 μm and 70 μm strainers.

Single cell suspensions were incubated with CD16/CD32, normal mouse, rat and hamster serum, then stained with fluorophore-conjugated antibodies against: CD45 (30-F11), CD11b (M1/70), CD19 (6D5), Siglec-F (S17007L), CD3 (17A2), IL7Rα (A7R34). Viable cells were identified by exclusion of Zombie NIR fixable viability dye (BioLegend). For identification of ILC2, lineage-positive cells were excluded by staining for CD3 (17A2), CD4 (GK1.5), CD5 (53-7.3), CD11b (M1/70), CD11c (N418), CD19 (6D5) and NK1.1 (PK136). CD45 (30-F11), CD90.2 (30-H12), and KLRG1 (2F1) were used for positive identification. For intracellular staining, cells were re-stimulated for 4 h with PMA/Ionomycin and Brefeldin A (Biolegend), according to manufacturer’s recommendations, then fixed and permeabilized using a Foxp3/Transcription Factor buffer set (eBioscience), according to manufacturer’s instructions. Cells were stained with a PE-anti-IL-13 antibody (eBio13A). Flow cytometry was performed using a BD Fortessa X20 or CytoFLEX S (Beckman Coulter), and data were analyzed using FlowJo10.5 (TreeStar Inc.). Flow cytometry gating strategy was based on fluorescence minus one (FMO), unstained, and isotype controls.

### Fluorescence-activated cell sorting and RNA-Seq analysis

IEC and LP cell fractions were prepared as described above, and 50% of the IEC combined with the LP cells. Cells were stained with Zombie NIR fixable viability dye (BioLegend) and AF488 anti-CD45 (30-F11). 

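Genes that mark the sorted fractions and the sex of the mice were read in all 24 libraries, scaled within each fraction. *Ptprc*, which encodes CD45, was at 228 to 664 CPM in the CD45+ libraries. In the CD45- libraries it was at 11.8 and 17.9 CPM in *Hoil1*-/-*Il4ra* f/f replicates 1 and 2, at 4.54 CPM in *Hoil1*-/-*Il4ra* f/f replicate 23 and at 0 to 3.82 CPM in the 9 others. *Epcam*, an epithelial gene, was at 177 to 1467 CPM in the CD45- libraries and at 6.15 to 60.1 CPM in the CD45+ libraries. *Xist*, which female cells express from the X chromosome, was at 144 CPM or more in CD45+ replicates 20, 21, 13, 14 and 17 and at 0.693 CPM or less in the other CD45+ libraries. It was at 164 to 261 CPM in CD45- replicates 9, 10, 23 and 4 and had no count in the other CD45- libraries. In both fractions the *Hoil1*+/+*Il4ra* f/f libraries were all among those low in *Xist*, with 61 counts in CD45+ replicate 18 and none in the others, and each of the other genotypes held libraries high and libraries low in it, in the CD45- *Hoil1*-/-*Il4ra* f/f group only through the left-out replicate 23. No replicate number is shared between groups, and libraries were not paired across the fractions.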

Live, CD45^+^ and CD45^-^ singlets were sorted on a MoFlo Astrios Cell Sorter (Beckman Coulter) into RLT buffer containing 1% β-mercaptoethanol, flash frozen on dry ice and stored at −80 °C. Three samples per group were generated, for a total of 24 samples.

Total RNA was purified using an RNeasy Plus Micro Kit (Qiagen). Libraries for Illumina sequencing were prepared using a Universal Plus mRNA-Seq library preparation kit (Tecan/NuGen), using 10–20 ng RNA per sample. In brief, RNA underwent poly-A selection, enzymatic fragmentation, and generation of double-stranded cDNA using a mixture of oligo (dT) and random priming. The cDNA underwent end repair, ligation of dual-index adaptors, strand selection, and 16 cycles of PCR amplification. All purification steps were carried out using Agencourt AMPure XP Beads (Beckman Coulter A63881). Concentration of the final library pool was confirmed by qPCR and subjected to test sequencing in order to check sequencing efficiencies and adjust proportions of individual libraries accordingly. The pool was purified with the Agencourt AMPure XP Beads, and sequenced on a NovaSeq 6000 S4 flow cell, 2 × 150 bp, approximately 30 M clusters per sample, at the University of Illinois Roy J. Carver Biotechnology Center High-Throughput Sequencing and Genotyping Unit.

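Over all 24 libraries the counts assigned to genes ranged from 6.03 to 76.8 M, with a median of 26.2 M. The paper states 30 M clusters per sample, and the values here rest on the counts assigned to genes. The CD45+ libraries had a median of 47.0 M counts and the CD45- libraries a median of 14.8 M. The smallest level the depth can show, taken as 3 counts, was 0.0341 to 0.163 CPM in the CD45+ libraries and 0.0398 to 0.495 CPM in the CD45- libraries, and it covers counting error only.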

Raw reads were trimmed to remove adapters and bases from the 3’ end with quality scores less than 20 using cutadapt; trimmed reads shorter than 40 bp were discarded. Reads were aligned to the mouse reference genome (mm10) in a splice-aware manner using the STAR aligner^44^. ENSEMBL gene and transcript annotations were used, which included non-coding RNAs in addition to mRNAs. 

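The deposited values are whole numbers that sum to a different total in each library, so they were used as raw counts. Of the gene identifiers, 38872 match GENCODE release M21 when their version is left off and 34299 with it, and 38 gene symbols are shared by more than 1 identifier. Immunoglobulin genes took 12.1% to 44.0% of the counts in the CD45+ libraries and 0.00719% to 1.66% in the CD45- libraries. The 100 genes with the most counts took 35.4% to 60.3% of the counts in the CD45+ libraries and 24.2% to 44.8% in the CD45- libraries. A share this large in a few genes lowers the CPM of all other genes when counts are divided by the total alone. Each of the 24 pairs of libraries of the same group was compared with a chi-square test over genes, and the lowest chi-square per degree of freedom was 37.7, so that no pair differed by as little as sampling noise, as copies of the same counts would. This does not show that the libraries came from different mice, and each library was counted as a separate sample by its label.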

The expression level of each gene was quantified using FeatureCounts^45^ first as raw read counts, which were suitable for differential expression analyses, and also normalized to counts-per-million for direct comparison between samples.

Differential expression statistics were computed using edgeR^46,47^ on raw expression counts obtained from quantification, using the generalized linear model framework to test for effects due to *Hoil1* and *Il4ra* expression simultaneously, including interaction between those factors, in addition to pair-wise comparisons between different groups using exactTest. 

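With the libraries of the sample list, the common dispersion was 0.654 in CD45+ cells and 0.558 in CD45- cells, which is a biological coefficient of variation of 0.809 and 0.747. The paper's text names neither the test within the generalized linear model nor a filter on low counts. With exactTest between pairs of groups, 32 genes had an adjusted p under 0.05 between *Hoil1*-/-*Il4ra* f/f and *Hoil1*+/+*Il4ra* f/f CD45+ cells and 154 between *Hoil1*-/-*Il4ra* ΔIEC and *Hoil1*+/+*Il4ra* ΔIEC CD45+ cells, where the quasi-likelihood test called none. In CD45- cells exactTest called 548 and 100 genes in the same comparisons. Of the genes called by exactTest in CD45+ cells, 28 of 32 were higher in *Hoil1*-/-*Il4ra* f/f cells and 103 of 154 in *Hoil1*-/-*Il4ra* ΔIEC cells. Of those called in CD45- cells, 303 of 548 were higher in *Hoil1*-/-*Il4ra* f/f cells and 27 of 100 in *Hoil1*-/-*Il4ra* ΔIEC cells. This balance depended on the test. With the likelihood ratio test, 57 genes were higher and 9 lower in *Hoil1*-/-*Il4ra* f/f CD45+ cells, 27 and 24 in *Hoil1*-/-*Il4ra* ΔIEC CD45+ cells, 104 and 246 in *Hoil1*-/-*Il4ra* f/f CD45- cells, and 14 and 48 in *Hoil1*-/-*Il4ra* ΔIEC CD45- cells. With DESeq2 these were 65 and 35, 79 and 105, 177 and 475, and 33 and 107. For the interaction between *Hoil1* and *Il4ra*, the likelihood ratio test called 68 genes in CD45+ cells and 1223 in CD45- cells. The quasi-likelihood test called none, and 3409 genes had an unadjusted p under 0.05 for the interaction in CD45- cells. Enterocyte minus endothelial mean log2 CPM was 4.16 and 3.52 in *Hoil1*-/-*Il4ra* f/f and -3.36, -4.43 and 0.818 in *Hoil1*-/-*Il4ra* ΔIEC CD45- libraries. It was 1.57, -2.69 and -1.02 in *Hoil1*+/+*Il4ra* f/f and 3.79, 3.48 and -1.61 in *Hoil1*+/+*Il4ra* ΔIEC libraries. The interaction counts in CD45- cells therefore cannot be told apart from this difference in cell mix. For the effect of *Il4ra* in CD45- cells the quasi-likelihood test also called none, and 971 genes had an unadjusted p under 0.05.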

Analyses were performed separately for CD45^+^ and CD45^-^ cell samples. 

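A principal component analysis of all 12 libraries of each fraction was made on the 500 genes with the most variable log2 CPM. In CD45+ cells the first and second components held 28.6% and 15.9% of the variance, and in CD45- cells 32.7% and 16.9%. *Hoil1*-/-*Il4ra* f/f replicate 13 had the highest score on the second component of the CD45+ libraries (85.7), and *Hoil1*-/-*Il4ra* ΔIEC replicate 24 the highest on the first (85.1). *Hoil1*-/-*Il4ra* f/f replicate 23 had the highest score on the second component of the CD45- libraries (87.1). The median Spearman correlation of a library with the other libraries of its fraction was 0.879 for replicate 13 and 0.883 for replicate 24, below the 0.915 or more of the 10 other CD45+ libraries. It was 0.862 for replicate 23, and among the CD45- libraries *Hoil1*-/-*Il4ra* f/f replicate 1, which the paper kept, was lower at 0.823. When every library was thinned to the 6028275 counts of the smallest, replicates 13 and 24 had 12860 and 12137 genes with a count, against at least 13638 in the other CD45+ libraries. Replicate 23 had 12923, against at least 13257 in the other CD45- libraries.

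**Figure D3:**
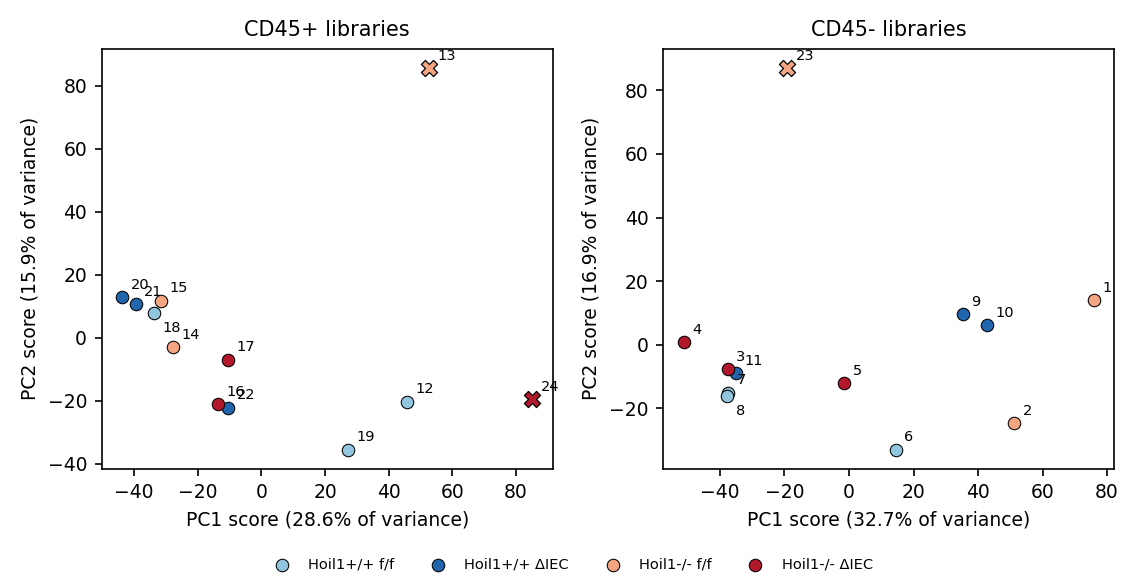
Scores of the 12 CD45+ and the 12 CD45- libraries on the first (x axis) and second (y axis) principal component, in units of log2 CPM, with colors for genotype and crosses for the 3 libraries the authors left out. Replicate 13 lies at 85.7 and replicate 23 at 87.1 on the second component, and replicate 24 at 85.1 on the first.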

Three outlier samples, identified by principal component analysis, were removed from the analyses. *p*-values were adjusted for multiple testing using the false discovery rate (FDR, *q*-value) correction of Benjamini and Hochberg. Differentially expressed genes were determined based on an FDR threshold of 5% in the multi-group comparison.

### Analysis of scRNA-seq datasets

scRNA-seq datasets of small intestine LP (GEO: GSE124880)^29^ and epithelium (GEO: GSE92332)^30^ were probed for expression of genes of interest through the Broad Institute’s Single Cell Portal.

### Antibiotic treatment

Mice were treated by daily oral gavage with either sterile dH_2_O or 100 mg/kg ampicillin, 100 mg/kg neomycin, 50 mg/kg vancomycin, and 100 mg/kg metronidazole dissolved in sterile dH_2_O^48^. Stool pellets collected on days 0, 4, 7, and 14. Randomization of animals into treatment groups was not explicitly performed, but determined by cage assignment at weaning prior to genotyping.

### Fecal DNA isolation

DNA was isolated from homogenized fecal pellets by double phenol:chloroform:isoamyl alcohol extraction and isopropanol precipitation^49^.

### *Tritrichomonas muris* testing

Fecal pellets were collected from at least two breeding cages from each mouse strain: *Hoil1*^*+/-*^, *Hoil1*^*+/-*^*Rag1*^*−/−*^ *Hoil1*^*+/-*^*l4ra*^*f/f*^*Vil1cre* (2-3 pellets per cage), and shipped to IDEXX BioAnalytics for testing for *Tritrichomonas muris*. All samples were negative.

### RNA isolation

Whole 1 cm tissue samples of distal ileum (1 cm from the cecum), jejunum (10–11 cm from the stomach), distal colon, or mesenteric lymph nodes were snap-frozen and stored at −80 °C. Samples were homogenized in TRI-Reagent (Sigma) using zirconia/silica beads and a Mini-Beadbeater 24 (BioSpec). RNA was isolated according to the manufacturer’s instructions. RNA samples were treated with Turbo DNA-free DNase (Invitrogen) and 1 μg of RNA used as a template for cDNA synthesis with random primers and ImProm-II reverse transcriptase (Promega).

### Quantitative PCR

Quantitative PCR (qPCR) was performed on a QuantStudio 3 Real-Time PCR System (Applied Biosytems) using predesigned probe-based assays for: *Il4* (Mm.PT.58.32703659), *Il5* (Mm.PT.58.41498972), *Il13* (Mm.PT.58.31366752), *Ifng* (Mm.PT.58.41769240), *Tnf* (Mm.PT.58.12575861), *Il18* (Mm.PT.58.42776691), *Il25* (Mm.PT.58.28942186), *Il33* (Mm.PT.58.12022572), *Tslp* (Mm.PT.58.41321689), *Rbck1* (Mm.PT.58.30767649), *Il6* (Mm.PT.58.10005566), *Il10* (Mm.PT.58.13531087), *Il12p40* (Mm.PT.58.12409997), *Tgfb* (Mm.PT.58.11254750), *Tnfsf15* (Mm.PT.58.43933933), *Tnfsf18* (Mm.PT.56a.8500128), *Csf2* (Mm.PT.58.9186111), *Il1b* (Mm.PT.58.41616450), *Il27* (p28, Mm.PT.58.11487953), *Nmur1* (Mm.PT.58.32232111), *Klrg1* (Mm.PT.58.30803964), *Epas1* (Mm.PT.58.13819524), *Il17rb* (Mm.PT.58.12616779), *Siglecf* (Mm.PT.58.6685529) (Integrated DNA Technologies). 16 s qPCR was performed using PowerSYBR Green assay (Invitrogen) and primers: 515 F (5’-GTG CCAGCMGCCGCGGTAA-3’) and 805 R (5’-GACTACCAGGGTATCTAATCC-3’)^49^. Transcript levels were quantified using the relative standard curve method, with *Rps29* as the reference gene^7^.

### Histology

Distal ileum (last 6 cm up to the cecum) was flushed with PBS followed by 10% buffered formalin and opened longitudinally, flattened and pinned in 10% buffered formalin for 24 h followed by washing with 70% ethanol. Strips of tissue were embedded in 2% agar prior to paraffin embedding. Blocks were sectioned and stained with Hematoxylin and Eosin. For immunofluorescent staining, antigen retrieval was performed by boiling in 10 mM Tri-sodium citrate (dihydrate) with 0.05% Tween 20, pH 6.0 for 20 min. Sections were blocked with PBS containing 5% FBS and 0.1% TRITON X-100 for 3 h, and then incubated with rabbit anti-mouse DCLK1 (ab31704, Abcam) or rabbit anti-mouse Lysozyme (ab108508, Ambcam) in PBS + 5% FBS at 4 ^o^C overnight. Sections were washed with PBS + 0.3% Tween 20 and incubated with Alexa Fluor 555 donkey anti-rabbit (A31572, Invitrogen) for 1 h at 4 ^o^C. Sections were washed with PBS + 0.3% Tween 20, and counterstained and mounted with Prolong Gold antifade reagent with DAPI (Invitrogen). Imaging was performed on a BZ-X710 microscope (Keyence). Tuft and goblet cell quantification was based on an average of at least 10 villi and crypts per mouse. Blinding was performed by assigning slides a mouse tag number, and matching to genotype post-quantification.

### Bone marrow chimeric mice

Recipient mice were exposed to 1200 rad of whole body irradiation and injected intravenously with 10 million whole bone marrow cells from donor mice. Mice were allowed to reconstitute for 16 weeks before sacrifice for analysis of intestinal tissue. Mice were bled at 12 to 14 weeks post-irradiation to determine percent chimerism. Genomic DNA was isolated from blood and analyzed by qPCR for the presence of *Rbck1/Hoil1* intron 7 (*Hoil1*^*+/+*^) or the neomycin-resistance cassette (*Hoil1*^*−/−*^), with *Rag2* as a normalization control^8^.

### Total protein isolation and ELISAs

Whole 1 cm tissue samples of distal ileum (1 cm from the cecum) were homogenized in PBS with Halt phosphatase and protease inhibitors (Thermo scientific) using sterile zirconia/silica beads and a Mini-Beadbeater 24 (BioSpec). Supernatant was reserved for further analysis and total protein quantified using DC Protein assay (Bio-Rad). Cytokine production was determined in distal Ileum by ELISA using R&D DuoSet for IL-33 and IL-13, and Biolegend ELISA MAX for TSLP, IL-4, IL-5, and IL-25 following the manufacturers’ instructions and analyzed with a microplate reader (BioTek Synergy 2).

### Statistical analyses

Data were analyzed with Prism 9 software (GraphPad Software, San Diego, CA). Statistical significance was determined by tests as indicated in the figure legends.

## Supplementary information

Supplementary Table 1

## Data Availability

RNA-Seq data are available at NCBI Gene Expression Omnibus (GEO) through accession number GSE196550.

How the deposited data were processed for this re-analysis (not part of the article)

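RNA from CD45+ and CD45- cells sorted from the ileum of mice of 4 genotypes, with 3 libraries for each of the 8 groups, was sequenced. The authors trimmed reads with cutadapt, aligned them to mm10 with STAR, counted them on ENSEMBL genes with featureCounts and deposited the raw counts of 39056 genes in 24 libraries. Those counts were not normalized by the authors, and the paper's text does not name the options of the counting. Gene positions and symbols were taken from GENCODE release M21 (GRCm38).
From the counts, all tests were made separately in CD45+ and CD45- cells, first with the 10 and 11 libraries of the paper's sample list and then with all 12 of each fraction. The 3 libraries that the paper removed as outliers enter only the results said to be over all libraries. The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, a mean for each genotype, and genes kept by edgeR's filter (minimum count 10, minimum total 15). The contrasts were the effect of *Hoil1* averaged over the *Il4ra* genotypes and within each, the effect of *Il4ra* averaged over the *Hoil1* genotypes, and their interaction. All were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. A gene was counted in both *Il4ra* genotypes when it passed in each with the same direction. CPM are counts divided by the TMM-scaled library size, except in the exact permutation tests, which used total counts and a pseudocount of 0.1 CPM. Sets of cell type markers, 25 in all and written down from general knowledge, were tested with camera of limma 3.58.1 with the inter-gene correlation estimated for each set. A level under 3 counts was treated as the smallest the depth can show.
The alternatives were all libraries of a fraction, edgeR's likelihood ratio test, edgeR's exactTest for pairs of groups, DESeq2 1.42.0, RLE size factors, no filter, removal of immunoglobulin genes, *Xist* as a covariate, leaving out each library in turn, an inter-gene correlation of 0.01 in camera, and for the exact permutation tests a pseudocount of 1 CPM, TMM-scaled CPM, all 12 libraries and splits within each *Il4ra* genotype. The edgeR tests were tested on simulated counts with known changes. Correlations and exact tests used scipy 1.17.1 in Python 3.11.15, and plots matplotlib 3.10.9.
The genes named are those the paper names for these data, the genes that check the genotype, sort and sex, at most 10 genes per fraction with the smallest adjusted p for the *Hoil1* effect and at most 5 for the *Il4ra* effect among genes past the threshold with groups that do not overlap, and genes that pass in both *Il4ra* genotypes. Other genes are said to be chosen after their values were seen. The single-cell, qRT-PCR and flow cytometry data of the paper were not analysed here.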

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

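Of the tests in this part, the tests of sex and of total counts for the tuft cell genes and the splits for the marker set result of *Il4ra* were chosen only after the result was seen.
Genes outside those the paper discusses passed in CD45- cells. For the averaged *Hoil1* effect these were *Lrmp* (log2 fold change 2.86) and *Trpm5* (2.26), each with an adjusted p of 0.0497 from edgeR's quasi-likelihood test. Within f/f mice they were *Lrmp* (5.48), *Trpm5* (4.58), *Avil* (4.20), *Egln3* (3.04) and *Ptpn18* (2.44), all named after their values were seen. A set of tuft cell markers listed before it was tested, which holds *Trpm5* and *Avil*, rose by a mean log2 fold change of 2.65 for the averaged effect and 4.85 within f/f mice, and changed by -2.76 for the effect of *Il4ra*, with 0 of 12 genes higher (adjusted p = 0.0135, camera in limma). It also holds *Il17rb*, with 6 counts or fewer in each *Hoil1*+/+*Il4ra* f/f library, which may enlarge these means. With 1 CPM added before the logarithm, the mean log2 CPM of the set was 5.67 and 6.14 in replicates 1 and 2. It was 1.88, 1.59 and 2.80 in *Hoil1*+/+*Il4ra* f/f replicates 6, 7 and 8. The paper reports tuft cell hyperplasia in *Hoil1*-deficient ileum that depends on IL4Rα. Of 100 splits of the CD45- libraries within *Il4ra* genotypes, the real one included, 3 gave as many genes as the real one with the quasi-likelihood test, 10 with the likelihood ratio test, and 9 as many marker sets. Among these 100 splits, the one with the most genes in the quasi-likelihood test, 2742, put replicates 3, 4, 7, 8 and 11 on one side. These were the retained libraries poorest in enterocyte over endothelial genes, with a difference in mean log2 CPM of -4.43 to -1.02. The other libraries of the sample list were at 0.818 to 4.16. Of the 8 other splits with as many sets, 7 left the *Hoil1* labels of the f/f libraries as they are, so these splits bear on the averaged effect and not on the difference within f/f mice, which with 2 *Hoil1*-/-*Il4ra* f/f libraries was not tested in this way. For the effect of *Il4ra*, 11 of 100 splits within *Hoil1* genotypes gave as many marker sets, the real one included, and all of them kept replicates 1 and 2 on the same side. Over all 12 CD45- libraries the mean of the set for this effect was -2.09, with an adjusted p of 0.303 from camera in limma.
Several technical explanations of the tuft cell pattern were tested. Sex was not the cause among the f/f libraries of the sample list, since 0 of them had over 3 *Xist* counts. A single library was not the cause, since 2 of 2 *Hoil1*-/-*Il4ra* f/f libraries, with mean log2 CPM of 5.67 and 6.14, lay above the 9 others, at 1.52 to 2.80. Both came from mice 9.4 weeks old, and the left-out replicate 23 from a mouse 9.9 weeks old. Whether replicates 1 and 2 shared a litter or a sorting batch is not known. Such a shared cause was not tested, so the 2 libraries need not be independent. Thinning to the depth of the smallest library left the gap to the highest other library at 2.88, as it was before, and is therefore no test of depth. The total counts did not set the *Hoil1*-/-*Il4ra* f/f libraries apart, since 4 of the 9 others had totals between their 12.1 and 30.1 M. CD45+ cells left in the fraction were not the cause, since 0 CD45+ libraries had a tuft set mean as high. GC content and gene length were not, since after regression on both the fall in the mean was -13.2%, a rise. Replicates 1 and 2 were also rich in enterocyte over endothelial genes (a difference in mean log2 CPM of 4.16 and 3.52), but so were *Hoil1*+/+*Il4ra* ΔIEC replicates 9 and 10 (3.79 and 3.48), whose tuft set means were 2.01 and 2.07. The condition itself was tested with the library the authors left out: *Hoil1*-/-*Il4ra* f/f replicate 23 had a tuft set mean of 2.18, above 7 of the 9 libraries of the other genotypes and not above all, so the condition alone did not give a high value in that library. This is a weak test, since replicate 23 was poor in enterocyte over endothelial genes (-2.51) and had few genes detected. A rise of tuft cells in *Hoil1*-/-*Il4ra* f/f mice may therefore explain replicates 1 and 2 and is not borne out by replicate 23. The marker set counts for the averaged *Hoil1* effect and the *Il4ra* effect, by the shares of splits given above, cannot be told apart from groupings that keep replicates 1 and 2 together.
*Impact*, which the paper does not discuss, had a log2 fold change of 1.47 for the effect of *Il4ra* in CD45+ cells. Of 60 splits within *Hoil1* genotypes, 4 gave as many genes with the quasi-likelihood test and 6 with the likelihood ratio test, so this count cannot be told apart from a random grouping. The log2 fold change in CD45- cells was 0.82 (standard error 0.31, adjusted p = 0.808, edgeR). With *Xist* as a covariate in CD45+ cells the adjusted p was 0.119 and over all 12 libraries 0.864, and over the alternatives on whole sets of libraries it ran from 5.46e-17 with DESeq2 to 0.864. The direction stayed the same, and no biological explanation was tested.
The CD45+ libraries that the authors left out carry part of the rise of the 6 genes of Fig. 7a. In *Hoil1*-/-*Il4ra* f/f replicate 13, 4 of the 6 genes were above every *Hoil1*+/+ library, and in *Hoil1*-/-*Il4ra* ΔIEC replicate 24 also 4. A library of the same kind as the 6 *Hoil1*+/+ libraries would lie above all of them for 14.3% of genes. That share need not hold for outlying libraries such as replicates 13 and 24. The 6 genes may also vary together, so the share is no test of these counts. All 3 left-out libraries had fewer genes detected at the common depth than every retained library of their fraction, so low library complexity remains as an explanation for their distance from the others.
*Epas1* moved in opposite directions in the fractions of f/f mice, higher in CD45+ cells and with a log2 fold change of -1.46 in CD45- cells (standard error 0.74, adjusted p = 0.403, edgeR). The difference between the fractions was not tested, and with replicate 23 the CD45- groups overlapped. Scaled over all 12 CD45- libraries, *Epas1* was at 350 and 782 CPM in replicates 1 and 2. *Hoil1*+/+*Il4ra* ΔIEC replicates 9 and 10, also rich in enterocyte over endothelial genes, had 740 and 577 CPM. A difference in the balance of these cells is therefore not excluded. No biological explanation was tested.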

How the results depend on the processing

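All alternatives were chosen before the data were examined, and no test in this part was chosen after a result was seen. For every changed count below, the cause was not tested. No paired analysis was made, because no replicate number is shared between groups. Blocking by age was not tried.
Counts of genes past the threshold are given in the order averaged *Hoil1* effect, both *Il4ra* genotypes, f/f, ΔIEC, *Il4ra* effect and interaction. In CD45+ cells they were 1, 0, 0, 0, 1 and 0 in the main setting. They were 2, 1, 1, 1, 0 and 0 with all libraries, 103, 7, 66, 51, 201 and 68 with the likelihood ratio test, and 143, 11, 100, 184, 400 and 191 with DESeq2. With exactTest, 9 genes passed in both genotypes, 32 in f/f and 154 in ΔIEC mice. Without the filter 6 genes passed for the averaged effect and 3 in f/f mice, and without immunoglobulin genes 6 and 2. In both cases the 6 were *Rbck1*, *Nmur1*, *Klrg1*, *Il17rb*, *Epas1* and *Igf1*. With *Xist* as a covariate 0 genes passed for the *Il4ra* effect. RLE size factors changed no count in CD45+ cells.
The CD45- counts were 3, 1, 6, 1, 0 and 0 in the main setting. They were 0 for each with all libraries, 135, 1, 350, 62, 143 and 1223 with the likelihood ratio test, and 206, 8, 652, 140, 199 and 1572 with DESeq2. With exactTest, 1 gene passed in both genotypes, 548 in f/f and 100 in ΔIEC mice. Without the filter 4 genes passed for the averaged effect, *Pla2g4c* in addition to those of the main setting, 11 in f/f mice and 1, *Trpm5*, for the interaction, and without immunoglobulin genes 11 in f/f mice. With RLE size factors 1 gene passed for the averaged effect, and with *Xist* as a covariate 1, and 3 in f/f mice. For the averaged effect, 38 genes were higher and 97 lower with the likelihood ratio test.
Of the marker sets, 9 passed in CD45+ cells with an inter-gene correlation of 0.01, where none did in the main setting. The ILC2 set had the smallest adjusted p of the 9 (1.50e-40, camera in limma), against 0.105 in the main setting and 0.117 with all libraries. For CD45- cells 1 set, tuft cell, passed in the main setting, 2 with that correlation and 0 with all libraries. The second was the goblet cell set, higher in *Hoil1*-/- cells with an adjusted p of 6.98e-06 from camera in limma, against 0.803 in the main setting and 0.517 with all libraries.
With each library left out in turn, the CD45+ counts ran from 1 to 10 genes for the averaged effect (10 fits), from 0 to 2 in f/f mice (8 fits), from 0 to 8 for the *Il4ra* effect (10 fits) and from 0 to 1 marker sets (10 fits), and stayed at 0 in both genotypes (6 fits), in ΔIEC mice (8 fits) and for the interaction (6 fits). The CD45- counts ran from 1 to 173 for the averaged effect (11 fits), from 0 to 14 in f/f mice (9 fits), from 0 to 2 in ΔIEC mice (11 fits), from 0 to 1 in both genotypes (9 fits), from 0 to 220 for the *Il4ra* effect (11 fits), from 0 to 1199 for the interaction (9 fits) and from 0 to 1 marker sets (11 fits), with 0 sets without replicate 1 or replicate 2. The maxima of 10 genes (without replicate 15), 173 and 220 genes (without replicate 2) and 1 CD45+ marker set (without replicate 14 or 15), and the CD45- fits with 0 sets, rest on a *Hoil1*-/-*Il4ra* f/f group of 1 library. In the fits that kept 2 or more libraries in every group, the averaged effect gave 1 gene in CD45+ cells and 1 to 2 in CD45- cells, and the *Il4ra* effect 0 to 1 gene in CD45- cells. Fits that would leave a group with 1 library gave no call within that group.
The exact permutation tests passed for all 7 genes of Fig. 7a in the main setting and for 6 over all 12 libraries, *Il17rb* being the exception. Among values of single genes and libraries, 24 moved by more than their spread, 49 became weaker, 25 stronger and 222 kept their side of the threshold, and none reversed.
Of 100 splits of the CD45+ libraries within *Il4ra* genotypes, 6 gave as many genes for the averaged effect as the real one with the quasi-likelihood test and 18 with the likelihood ratio test. For genes that passed in both genotypes with the likelihood ratio test, 4 of 100 did. For the marker sets 100 of 100 did, since none passed. For the *Il4ra* effect in CD45- cells 100 of 100 splits gave as many genes with the quasi-likelihood test and 15 with the likelihood ratio test. For the *Hoil1* effect in CD45- cells of ΔIEC mice, 3 of 10 splits did with the quasi-likelihood test and 2 of 10 with the likelihood ratio test, where 3 libraries against 3 cannot give a share under 1 in 10.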

Differences from the paper's values

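No test in this part was chosen after a result was seen. In CD45+ cells the paper names 7 genes as differentially expressed in both *Il4ra* genotypes, and the quasi-likelihood test called 0, with 69 genes at an unadjusted p under 0.05 in both. Among the alternatives set before the data were examined, the likelihood ratio test gave 7 genes and exactTest 9, which lie within 1.5 times the paper's number. DESeq2 gave 11, and all libraries gave 1. RLE size factors, no filter, removal of immunoglobulin genes, *Xist* as a covariate and leaving out each *Hoil1*+/+ library in turn gave 0. Leaving out a *Hoil1*-/- library would leave a group with 1 library and gave no such call. The paper's methods name exactTest for pair-wise comparisons.
Of the paper's genes in both genotypes, 6 were higher in *Hoil1*-/- cells. Here 0 genes passed in both genotypes and were higher, although all 6 of the paper's genes had a log2 fold change above 0. The likelihood ratio test gave 5 higher genes, exactTest 8 and DESeq2 8, which lie within 1.5 times the paper's number, and the other settings gave 0.
The paper names *Nmur1*, *1700061F12Rik*, *Klrg1*, *Il5*, *Il17rb*, *Epas1* and *Rbck1* in CD45+ cells. In both genotypes, exactTest and DESeq2 called all 7, the likelihood ratio test called all but *Il5*, and the quasi-likelihood test over all 12 libraries called *Rbck1*. For the averaged effect, *Klrg1* passed over all libraries, and *Nmur1*, *Klrg1*, *Il17rb* and *Epas1* passed without the filter and without immunoglobulin genes. All 7 passed for this effect with the likelihood ratio test, among 103 genes, and with DESeq2, among 143. With exactTest, *Arg1* and *Stab2* also passed in both genotypes.
In CD45- cells the paper names *Rbck1* alone as differentially expressed, and its discussion states that no gene was. Here *Rbck1* alone passed in both genotypes, and *Trpm5* and *Lrmp* also passed for the averaged effect, with log2 fold changes of 2.26 and 2.86. The CPM of the paper's supplement were 1.36 to 1.38 times those here in the 10 CD45+ libraries. Against TMM scaling without the filter the factor was 1.365 to 1.366, and its source was not found. For *Nmur1* in *Hoil1*-/-*Il4ra* f/f cells the supplement gives 65.7 CPM, against 48.0 here and 64.2 without immunoglobulin genes.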

Other observations

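Of the tests in this part, that of the ILC2 markers without the genes of Fig. 7a, that of the share of immunoglobulin counts and those of the first principal components were chosen only after the result was seen.
The rise of ILC2 genes in *Hoil1*-/- CD45+ cells was set against technical explanations. Without the genes of Fig. 7a, the other 16 ILC2 markers had a mean log2 fold change of 1.81, with 15 of 16 higher (p = 0.00956, camera in limma), so the rise was not confined to the genes the paper lists. The ratio of TMM-scaled *Nmur1* CPM between the *Hoil1*-/-*Il4ra* f/f libraries was 6.51 with and 6.40 without immunoglobulin genes, which hardly moved and is therefore no test of immunoglobulin transcripts taking counts. Between any pair of the libraries, the share of immunoglobulin counts can change the CPM of other genes by at most 0.65 on the log2 scale, less than the smallest log2 fold change of the 6 genes (2.86), so this share does not account for the whole rise. With *Xist* as a covariate, 6 of the 6 genes kept an unadjusted p under 0.05, so the sex of the mice did not explain the rise. More ILC2 RNA in *Hoil1*-/- cells may explain it, as a hypothesis found and tested on the same libraries, in which the adjusted p of the whole set was 0.105.
*Ccl24*, *Retnla*, *Igf1* and *Arg1*, chosen after their values were seen, were among the genes with the lowest p in CD45+ cells. A list of 12 other genes of alternatively activated macrophages had a mean log2 fold change of 0.19, with 9 of 12 higher. The p from camera in limma was 0.246, so a general rise of such genes was not shown, and it was not ruled out.
Genes within 20 Mb of *Rbck1* on chromosome 2 could carry sequence of the targeted ES cells. In CD45+ cells 12 of 310 such genes (3.87%) had an unadjusted p under 0.05 against 5.88% of the others (Fisher's exact test, two-sided p = 0.177), and in CD45- cells 17 of 304 (5.59%) against 5.26% (Fisher's exact p = 0.795), so no excess near *Rbck1* was detected.
Across the 12 CD45- libraries, the first principal component followed the difference between enterocyte and endothelial genes, with Spearman's rho 0.902 (permutation p = 0.00012, adjusted 2.4e-04 over 2 relations) and Pearson's r 0.951 (permutation p = 1e-05, the smallest that 100000 permutations can give). Without the 2 libraries farthest from the median, r was 0.950. The component and the marker means come from the same expression values and may share genes, so part of this correlation may be built in. The balance of enterocytes and endothelial cells is a candidate explanation of the main spread between these libraries. Across the 12 CD45+ libraries, the first component did not follow the share of immunoglobulin counts, with rho 0.357 (permutation p = 0.256) and r 0.343 (permutation p = 0.275), and r was 0.617 without 2 libraries.
Of the genes the paper measured by qRT-PCR in whole ileum, *Il13* had a log2 fold change of 4.24 in CD45+ cells of the sample list (standard error 0.96, adjusted p = 0.516, edgeR) and *Il4* 1.67 (standard error 0.53, adjusted p = 0.783, edgeR). Neither had a count in the CD45- libraries of the sample list. *Il25* had no count in the CD45+ libraries. In CD45- cells it was found only in a single *Hoil1*-/-*Il4ra* f/f library, which put that group at 1.20 ± 1.70 CPM (SD, n = 2). *Il33* in CD45- cells had a log2 fold change of 0.44 (standard error 0.41, adjusted p = 1.00, edgeR), with -0.95 within f/f mice (standard error 0.63, adjusted p = 0.476, edgeR) and 1.82 within ΔIEC mice (standard error 0.56, adjusted p = 0.603, edgeR), and the adjusted p of the difference between these was 0.147 from edgeR. *Il27*, which the paper reports as reduced, had a log2 fold change of -2.95 in CD45+ cells of f/f mice (standard error 0.68, adjusted p = 0.624, edgeR) and 0.56 in those of ΔIEC mice (standard error 0.59, adjusted p = 0.889, edgeR), and the adjusted p of the difference was 0.591 from edgeR. *Tslp* in CD45- cells had a log2 fold change of 1.15 (standard error 1.15, adjusted p = 1.00, edgeR). It had 2.54 within f/f and -0.24 within ΔIEC mice. In the same cells *Il18*, for which the paper reports no difference, had log2 fold changes of 2.11 within f/f and -3.23 within ΔIEC mice. Its adjusted p were 0.366 and 0.603 from edgeR. *Siglecf* in CD45- cells had 5.14 and -0.71, with adjusted p of 0.349 and 0.943 from edgeR. *Tnf* in CD45+ cells had -1.85 and 0.99, with adjusted p of 0.836 and 0.775 from edgeR. In CD45- cells, enterocyte minus endothelial mean log2 CPM within f/f mice was 4.16 and 3.52 in *Hoil1*-/- and -2.69 to 1.57 in *Hoil1*+/+ libraries. Within ΔIEC mice it was -4.43 to 0.818 and -1.61 to 3.79, which overlap. A difference in the balance of these cells is therefore not excluded for the opposite signs of *Il33*, *Tslp*, *Il18* and *Siglecf*, and it was not tested.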
